# Drug library screening identifies histone deacetylase inhibition as a novel therapeutic strategy for choriocarcinoma

**DOI:** 10.1002/cam4.5243

**Published:** 2022-09-15

**Authors:** Eri Watanabe, Akira Yokoi, Kosuke Yoshida, Mai Sugiyama, Masami Kitagawa, Kimihiro Nishino, Eiko Yamamoto, Kaoru Niimi, Yusuke Yamamoto, Hiroaki Kajiyama

**Keywords:** choriocarcinoma, drug repositioning, ferroptosis, histone deacetylase inhibitors, vorinostat

## Abstract

**Background:**

Choriocarcinoma is a rare and aggressive gynecological malignancy. The standard treatment is systemic chemotherapy as choriocarcinoma exhibits high chemosensitivity. However, refractory choriocarcinoma exhibits chemoresistance; thus, the prognosis remains very poor. This study aimed to identify novel therapeutic agents for choriocarcinoma by utilizing a drug repositioning strategy.

**Methods:**

Three choriocarcinoma cell lines (JAR, JEG‐3, and BeWo) and a human extravillous trophoblast cell line (HTR‐8/SVneo) were used for the analyses. The growth inhibitory effects of 1,271 FDA‐approved compounds were evaluated in vitro screening assays and selected drugs were tested in tumor‐bearing mice. Functional analyses of drug effects were performed based on RNA sequencing.

**Results:**

Muti‐step screening identified vorinostat, camptothecin (S, +), topotecan, proscillaridin A, and digoxin as exhibiting an anti‐cancer effect in choriocarcinoma cells. Vorinostat, a histone deacetylase inhibitor, was selected as a promising candidate for validation and the IC50 values for choriocarcinoma cells were approximately 1 μM. RNA sequencing and subsequent pathway analysis revealed that the ferroptosis pathway was likely implicated, and key ferroptosis‐related genes (i.e., *GPX4*, *NRF2*, and *SLC3A2*) were downregulated following vorinostat treatment. Furthermore, vorinostat repressed tumor growth and downregulated the expression of GPX4 and NRF2 in JAR cell‐bearing mice model.

**Conclusion:**

Vorinostat, a clinically approved drug for the treatment of advanced primary cutaneous T‐cell lymphoma, showed a remarkable anticancer effect both in vitro and in vivo by regulating the expression of ferroptosis‐related genes. Therefore, vorinostat may be an effective therapeutic candidate for patients with choriocarcinoma.

## 1 INTRODUCTION

Choriocarcinoma is the most aggressive gestational trophoblastic disease (GTD), which is characterized by aberrant proliferation of atypical placental trophoblasts. The incidence of choriocarcinoma ranges from 1 to 9.2 in 40,000 pregnancies.^1^ The specific marker for choriocarcinoma is human chorionic gonadotropin (hCG), which is used to evaluate response to treatment and to diagnose recurrence. Choriocarcinoma can develop after all forms of pregnancy, including complete hydatidiform mole (CHM), partial hydatidiform mole (PHM), and abortion.^2^ CHM accounts for 50% of all choriocarcinoma cases.^3^ Typically, CHM has two paternal genomes, whereas PHM is triploid of both maternal and paternal genetic origin.^4^ The underlying genetic characteristics and molecular pathology is complicated and remains unclear. Chemotherapy, including methotrexate, etoposide, and actinomycin D, is the primary treatment option for choriocarcinoma.^5^ In general, the chemosensitivity of choriocarcinoma is high; therefore, approximately 90% of the patients achieve a response following initial treatment.^6^, ^7^ However, the prognosis is poor for the remaining 10% who develop metastasis and acquired resistance. Therefore, it is important to identify novel therapeutic agents for these patients.^6^

Recently, high‐throughput methodologies, such as next‐generation sequencing, have been developed, and target‐based screening is a strategy to identify novel therapeutic agents.^8^ However, target‐based screening has been less successful than expected.^9^ Thus, an alternative method is a phenotype‐based approach, including research using small molecule libraries.^10^, ^11^ The Prestwick Chemical Library® consists of 1271 compounds with well‐annotated pharmacology. Moreover, they are clinically approved by the Food and Drug Administration (FDA), European Medicines Agency (EMA), and other agencies. Therefore, the toxicity is considered to be well‐tolerated in humans. This is a significant advantage in the development of drugs for rare cancers, including choriocarcinoma.

In this study, we identified novel therapeutic agents based on a drug repositioning strategy using three choriocarcinoma cell lines. Vorinostat, a histone deacetylase (HDAC) inhibitor, decreased cell proliferation both in vitro and in vivo. Then, RNA sequencing suggested that vorinostat may induce ferroptosis in choriocarcinoma cells.

## 2 MATERIALS AND METHODS

### 2.1 Cell culture

The human choriocarcinoma cell lines, JAR, JEG‐3, and BeWo, were purchased from the American Type Culture Collection. The human extravillous trophoblast cell line, HTR‐8/SVneo, was provided by Dr. Charles H. Graham (Queen's University). Cells were maintained in RPMI 1640 (Nacalai tesque) supplemented with 10% fetal bovine serum (FBS) and antibiotics.

### 2.2 Measurement of hCG in the culture supernatant

To measure hCG protein levels in a conditioned medium, cells were seeded into 60 mm plates and cultured for 48 h. The culture supernatant was collected and hCG levels were measured by SRL, Inc.

### 2.3 Immunofluorescence

The cells were fixed with 4% paraformaldehyde. Then, cells were blocked with 7% FBS/PBS at room temperature for 1 h and permeabilized with 0.5% Triton X‐100 in PBS at room temperature for 10 min. Next, the samples were incubated with anti‐hCG primary antibody (HCG‐55, Novus Biologicals LLC) in 7% FBS/PBS at 4°C overnight. The samples were incubated with Alexa Fluor 488‐conjugated secondary antibody (Thermo Fisher Scientific) and 4′,6‐diamidino‐2‐phenylindole for 1 h. Finally, the samples were analyzed with a Keyence BZ‐X800 (KEYENCE).

### 2.4 Cell proliferation assay

The Prestwick Chemical Library (Prestwick Chemical), which contains 1271 small molecules, was used. About 95% of the compounds are clinically approved drugs. Vorinostat was obtained from ChemShene, LLC (Monmouth Junction). Drugs were dissolved in DMSO for each analysis.

Cells were seeded into 96‐well plates at 8000 cells/well (JAR) or 10,000 cells/well (JEG‐3, BeWo, HTR8/SVneo). Twenty‐four hour after seeding, drugs were added to each well at a concentration of 10 μM. After 48 h, cell viability was measured using the CellTiter 96 Aqueous One Solution cell proliferation assay kit (Promega). The optical density was determined using a microplate reader (Agilent Technologies). Cells exposed to vorinostat (1 μM) were evaluated in real‐time for cell confluence using IncuCyte ZOOM equipment (Essen BioScience). The percentage of confluence was analyzed by IncuCyte ZOOM software.

### 2.5 RNA sequencing and pathway analysis

Cells were treated with either 1 μM vorinostat or DMSO for 24 h. Total RNA was extracted from JAR and JEG‐3 cells using the RNeasy Plus Mini Kit (QIAGEN). Total RNA concentration was measured using a NanoDrop ND‐1000 spectrophotometer (Thermo Fisher Scientific). Rarevariant, Inc. conducted the RNA sequencing. Kallisto software was used to quantify the expression of each gene. Subsequently, the tximport package (ver. 1.18.0) of R software (ver. 4.0.3) and RStudio (RStudio) were used, and scaledTPM counts were calculated. Excluding genes with low read coverage, 1159 differentially expressed genes (DEGs, |log2FC| > 1) were used for heatmap and principal component analysis (PCA). The heatmap.2 function of the gplots package (ver. 3.1.0) and the prcomp and plot3d functions of the rgl package (ver. 0.100.54) were used. The Wald test in DESeq2 (ver. 1.30.0) was used to calculate adjusted *p*‐values for each gene, and the volcano plot was visualized. The Ingenuity Pathway Analysis (IPA, QIAGEN) program was performed using significant DEGs from a vorinostat‐treated JAR or JEG3 cells. Commonly dysregulated pathways following vorinostat treatment were identified using a Venn diagram.

### 2.6 qRT‐PCR

Total RNA was isolated as described above and cDNA was synthesized using a cDNA Reverse Transcription Kit (Toyobo). TB Green Premix Ex Taq (Takara Bio) was used. The primer sequences are shown in Table S1, and Mx3000P (Agilent Technologies) was used. The following amplification program was used: denaturation at 95°C for 10 min, followed by 40 amplification cycles of 95°C for 15 s and 60°C for 1 min. GAPDH was used as a loading control.

### 2.7 Western blot analysis

Total protein was prepared using lysis buffer (0.1% triton X, TBS, phosphoblocker). After the separation of the cell lysate proteins by SDS‐PAGE electrophoresis, the cells were transferred to nitrocellulose membranes and blocked with 5% non‐fat milk. The membranes were then incubated overnight at 4°C with the following primary antibodies: Anti‐GPX4 antibody AB125066 (Abcam), anti‐NRF2 antibody #12721 (Cell Signaling Technology), and anti‐β‐actin (Sigma–Aldrich, St Louis). After incubation for 1 h at room temperature with peroxidase‐conjugated secondary antibody (Jackson Immuno Research Laboratories), the protein bands were examined using an ECL Western Blotting Detection Reagent and ImageQuant LAS 4000 mini software (GE Healthcare).

### 2.8 Immunohistochemistry

Sections of 4‐μm thickness were prepared using a microtome. The sections were deparaffinized, rehydrated, and subjected to antigen removal in 10 mM citrate buffer (pH 6.0; GPX4) or Tris‐EDTA buffer (pH 8.0; NRF2) at 95°C for 15 min. Endogenous peroxidase activity was blocked with 3% H_2_O_2_ in methanol for 5 min at room temperature. The sections were blocked with 10% goat serum and incubated with primary antibodies at 4°C overnight. Anti‐GPX4 antibody AB125066 (Abcam), anti‐NRF2 antibody #12721 (Cell Signaling Technology), anti‐4HNE antibody bs6313R (Bioss), and anti‐Ki67 ab16667 (Abcam) were diluted at 1:250, 1:100, and 1:600, respectively with 1% BSA/PBS. Then, the sections were incubated for 5 min with secondary antibody and peroxidase‐labeled streptavidin using SAB‐PO kits (Nichirei Biosciences). The sections were developed using DAB (Nichirei Biosciences). Finally, the sections were incubated with hematoxylin, dehydrated, and mounted. TUNEL‐HRP‐DAB staining (ab206386) was performed according to the manufacturer's instructions. Images were captured using a whole slide scanner (OliVIA VS120: Olympus Corp.) and quantified using TissueMorph software (VisioPharm).

### 2.9 Animal studies

All animal procedures were reviewed and approved by the Nagoya University Institutional Animal Experimentation Committee (Approval No. 20392). Five‐week‐old female BALB/Slc‐nu/nu mice were purchased from Japan SLC, Inc. JAR cells (4.0 × 10^6^ cells/PBS) were injected subcutaneously on both flanks. When tumors became palpable, the mice were divided into two groups and drug treatment was initiated. The mice were treated with either 150 mg/kg of vorinostat or vehicle (0.1% DMSO) three times every other day. The tumor volume was measured every 2 days and calculated using the modified ellipsoid formula (Length × Width^2^ × 0.5). The weight of the mice was measured once a week.

### 2.10 Statistical analysis

Statical analysis was performed with GraphPad Prism ver. 5.00 software for Windows (GraphPad Software). Student's *t*‐test was used to determine the significance of differences between the means of two sets of data. Differences with *p* < 0.05 were considered statistically significant.

## 3 RESULTS

### 3.1 Primary screening of a chemical library using choriocarcinoma cells

We used three choriocarcinoma cell lines (JAR, JEG‐3, BeWo) and one trophoblast cell line (HTR‐8/SVneo). Their representative images are shown in Figure 1A. Choriocarcinoma cell lines secreted more hCG into the culture medium compared with HTR‐8/SVneo cells, and immunofluorescence confirmed that hCG was highly expressed in JAR and JEG‐3 cells (Figure 1B,C). These results were consistent with the properties of choriocarcinoma cells.

**FIGURE 1:**
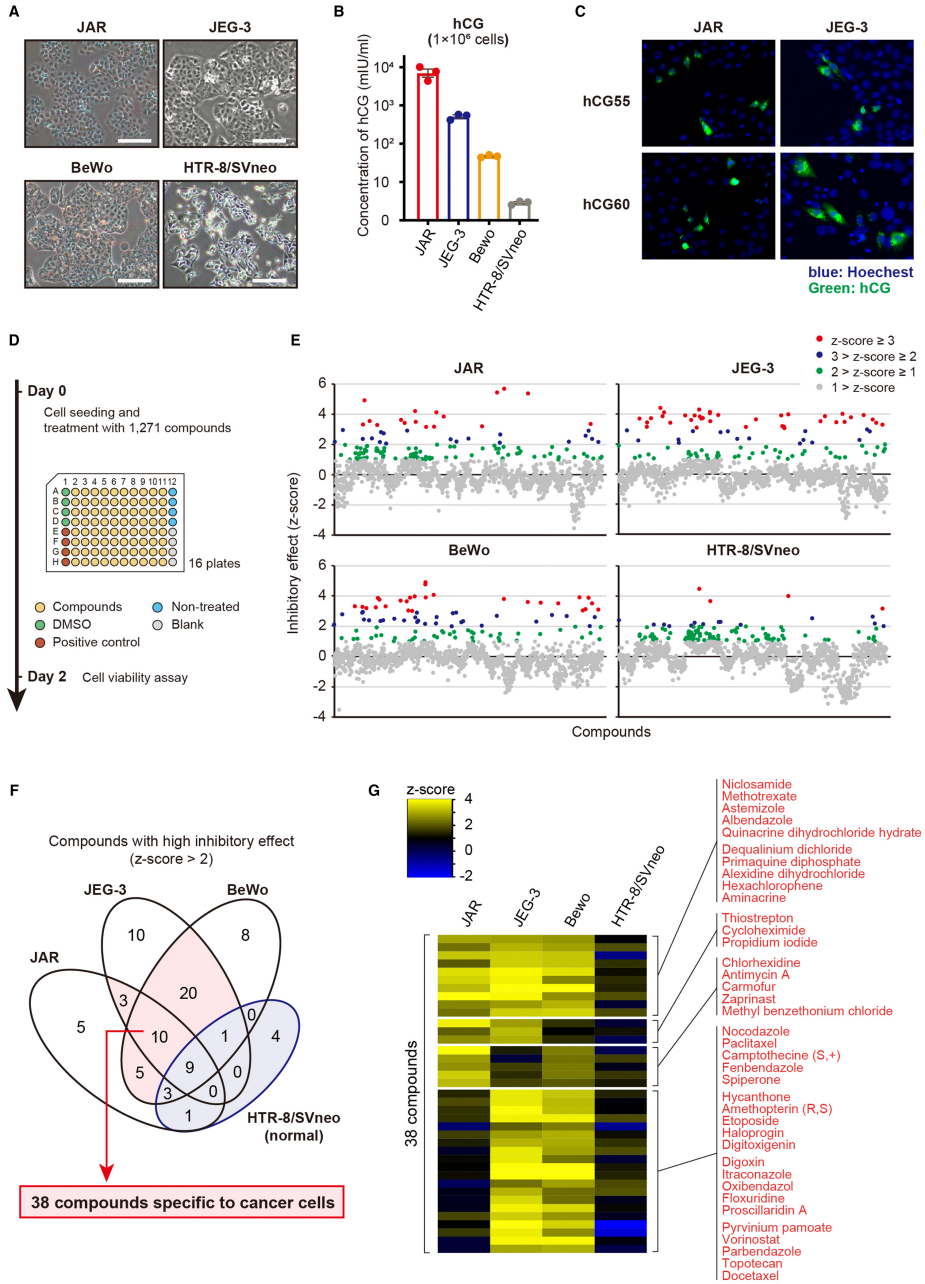
Primary screening to evaluate the relative inhibitory effects of 1271 compounds. (A) Representative images of choriocarcinoma (JAR, JEG‐3, and BeWo) and extravillous trophoblast (HTR‐8/SVneo) cell lines. Scale bar, 100 μm. (B) The levels of hCG in the culture medium of the cell lines. (C) Representative images of immunofluorescence staining of hCG in JAR and JEG‐3 cell lines. (D) Schematic overview of the screening protocol. (E) The *z*‐scores of the inhibitory effects of 1271 compounds in each cell line. (F) Venn diagram showing compounds with high inhibitory effects (*z*‐score > 2) in common. (G) Heatmap showing the compound with an inhibitory effect (*z*‐score > 1) in at least one cell line. The names of 38 compounds with high inhibitory effects are shown.

First, we evaluated the relative growth inhibitory effect of 1271 compounds in each cell line using the screening procedure summarized in Figure 1D. Briefly, the cells were treated with 10 μM of each compound for 48 h. Growth inhibition was determined using an MTS assay. For each cell line, most of the compounds had no effect on cell viability, but several compounds exhibited relatively high growth inhibitory effects (Figure 1E). We evaluated the drugs with the high anticancer effects (*z*‐score > 2) on at least two cancer cell lines with a limited effect on the HTR‐8/SVneo cell line (*z*‐score ≤ 2). Using a Venn diagram, 38 compounds were selected (Figure 1F). A heatmap shows the names of the 38 compounds and their relative inhibitory effects on the cell lines (Figure 1G).

### 3.2 Identification of therapeutic candidates

Next, we classified the 38 drugs according to their expected pharmacological effects. Most of the drugs were associated with oncology or infectiology (Figure 2A). For the second screening, cells were treated with 10 μM of the 38 compounds for 48 h and the growth inhibition rate was evaluated. The results indicated that 19 compounds exhibited superior growth inhibition compared with cisplatin (a positive control). In particular, several oncological and cardiovascular drugs, including vorinostat, camptothecin (S, +), topotecan, proscillaridin A, and digoxin, exhibited significant effects in the choriocarcinoma cell lines (Figure 2B). We then examined the concentration‐dependent antitumor effects of these drugs. Consistent with the results of primary screening, these five drugs were effective even at low micromolar concentrations without affecting HTR‐8/SVneo viability (Figure 2C). Therefore, we considered these drugs as therapeutic candidates. However, camptothecin (S, +) and topotecan were excluded because the other topoisomerase inhibitor was already in clinical use for choriocarcinoma. Moreover, proscillaridin A and digoxin were excluded due to potential cardiac adverse events. Therefore, we focused on vorinostat, an HDAC inhibitor, for subsequent experiments (Figure 3A).

**FIGURE 2:**
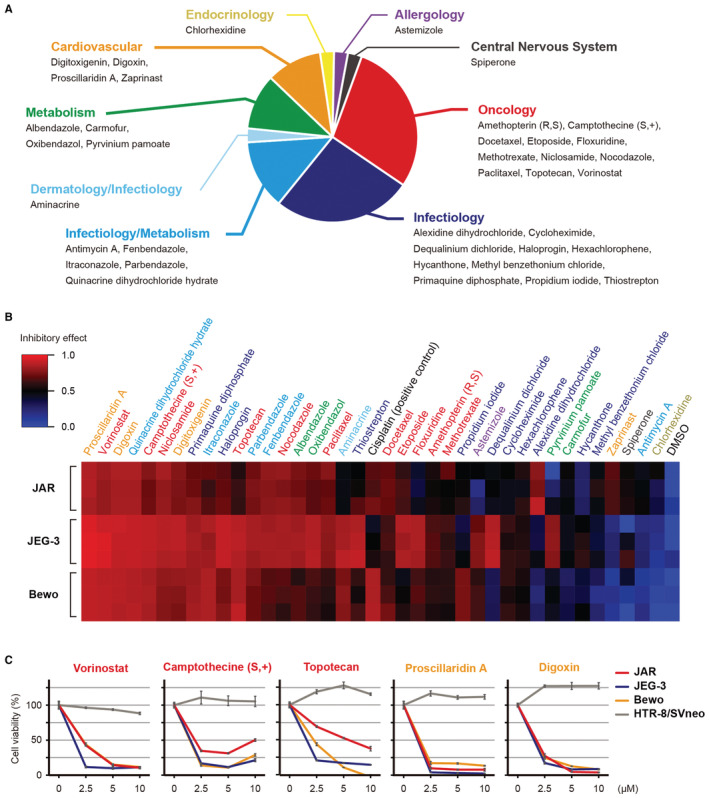
Secondary screening to identify therapeutic candidates. (A) Therapeutic category of the 38 compounds identified in the primary screen. (B) Heatmap showing the inhibitory effects of the 38 compounds in choriocarcinoma cell lines. Cells were treated with each compound in triplicate. Cisplatin and DMSO were used for positive and negative controls, respectively. (C) The efficacy of vorinostat, camptothecine (S, +), topotecan, proscillaridin, and digoxin in choriocarcinoma and extravillous trophoblast (HTR‐8/SVneo) cell lines. Cells were treated with each compound in triplicate and the data are presented as the mean ± standard error.

**FIGURE 3:**
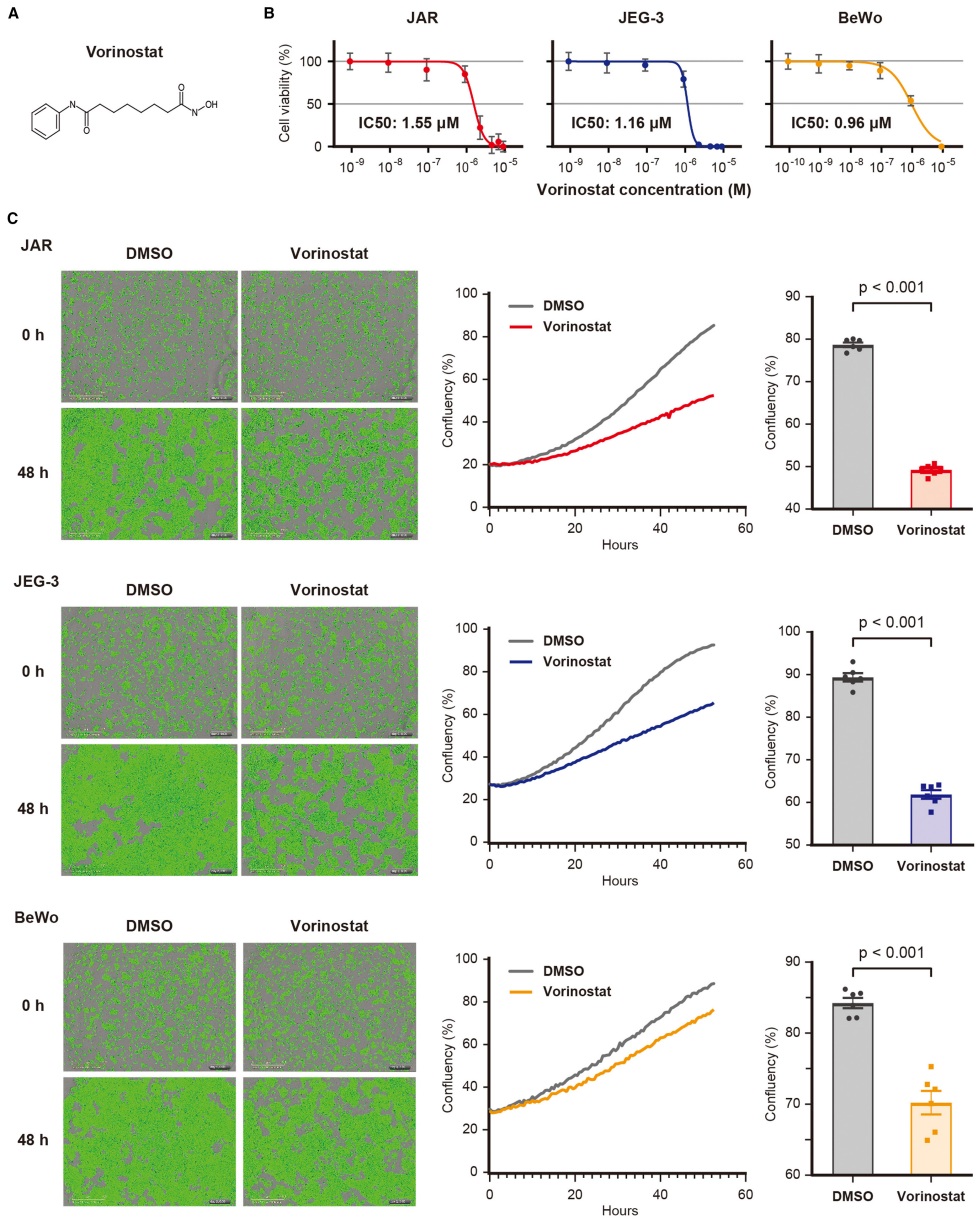
The effect of vorinostat on choriocarcinoma cell proliferation. (A) Structure of vorinostat. (B) The IC50s of vorinostat in three choriocarcinoma cells. (C) The time‐lapse imaging of vorinostat‐treated cells. Representative images of choriocarcinoma cells at 0 and 48 h (left), confluency of cells post‐treatment at 0–48 h (middle), and confluency of cells at 48 h (right) are shown. Cells were treated with either 1 μM vorinostat or DMSO, and confluency was compared by a Student's *t*‐test. The data consists of 6 technical replicates and the values are shown as the mean ± standard error of the mean.

### 3.3 The effect of vorinostat on choriocarcinoma cells

The IC50 values of vorinostat in JAR, JEG‐3, and BeWo cells were 1.55, 1.16, and 0.96 μM, respectively (Figure 3B). The effect of vorinostat was validated by time‐lapse imaging (Figure 3C), showing that vorinostat treatment significantly inhibited cell proliferation compared with DMSO treatment (*p* < 0.05).

To investigate the potential mechanisms of vorinostat activity, we performed RNA sequencing using JAR and JEG‐3 cells. 

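RNA was sequenced from 12 libraries of 2 established choriocarcinoma lines, JAR and JEG-3, which derive from malignant trophoblast. For each line, 3 libraries came from cells treated for 24 h with 1 μM vorinostat, an inhibitor of histone deacetylases, and 3 from cells treated with DMSO, the vehicle. The paper's text does not say whether the 3 libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries. The authors quantified the reads per transcript with kallisto and made scaledTPM counts with tximport, and these estimated counts are the deposited values. A scaledTPM count is a TPM value scaled up to the total of its library, so it no longer grows with the length of the transcript. Kallisto shares out reads that match several transcripts, so the count of a single transcript depends more on this estimate than the sum over all transcripts of a gene does. Total counts per library were 17607618 to 18501396 (median 17690868) for DMSO-treated and 18504359 to 19451106 (median 19406797) for vorinostat-treated JAR cells. For JEG-3 they were 16042086 to 20202330 (median 19811375) with DMSO and 17480785 to 21591366 (median 19301040) with vorinostat. The counts were rounded and tested within each line with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment, first for single transcripts, as in the paper, and then for gene sums. Levels of genes are given in CPM, with library totals scaled by TMM, as the mean ± SD of 3 libraries.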

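More genes had counts after vorinostat treatment than after DMSO treatment in both lines, 19269 to 19554 against 18097 to 18432 per library in JAR and 18776 to 19779 against 17589 to 18186 in JEG-3. These numbers were not matched for total count, which was higher in every vorinostat library of JAR and overlapped between the agents in JEG-3. At nearly equal totals of 18501396 and 18504359, JAR DMSO replicate 1 and vorinostat replicate 2 had 18097 and 19315 genes. Genes of ribosomal proteins took 33.0 ± 0.716% of the counts (SD, n = 3) in DMSO-treated and 30.2 ± 1.10% in vorinostat-treated JAR cells, and 23.0 ± 0.725% and 24.9 ± 1.09% in JEG-3 cells. The share of mitochondrially encoded genes, which can reflect RNA quality, was 4.14 ± 1.66% with DMSO and 5.89 ± 1.40% with vorinostat in JAR, and 2.46 ± 1.49% and 2.48 ± 0.633% in JEG-3, and its ranges overlapped between the agents in both lines.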

The heatmap and PCA analysis revealed that vorinostat‐treated cells exhibit different RNA profiles compared with DMSO‐treated cells (Figure 4A,B). 

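Vorinostat moved many genes the same way in both lines. *PMEL*, which encodes a structural protein of melanosomes, rose from 44.4 to 396 CPM in JAR and from 14.0 to 189.6 CPM in JEG-3, log2 fold changes of 3.16 (standard error 0.063, adjusted p = 1.6e-06) and 3.77 (standard error 0.14, adjusted p = 6.6e-06). *HAND1*, a transcription factor of trophoblast and heart, had log2 fold changes of 3.22 and 2.73 (adjusted p = 4.0e-04 and 1.1e-04), and *ECI2*, an enzyme of fatty acid oxidation, of 3.32 and 2.33 (adjusted p = 6.4e-04 and 2.6e-05). *IFITM3*, an antiviral membrane protein, fell from 44.0 to 7.12 CPM in JAR and from 207 to 23.7 CPM in JEG-3, and *DDIT4*, a stress-induced inhibitor of mTOR signaling, from 159 to 52.2 CPM and from 54.1 to 9.42 CPM. Of 12646 genes tested in both lines, 954 rose in both and 916 fell in both at an adjusted p under 0.05 from edgeR in each line, where independent lists would share 395.6 and 451.0. They numbered 1090 and 739 with total counts and 593 and 868 with no filter on low counts, so which direction held more rested on the setting. Opposite calls were fewer than independent lists would give, with 125 genes higher in JAR and lower in JEG-3 (440.4 expected) and 158 the other way (405.1 expected). Across all genes the log2 fold changes of the lines had a Pearson r of 0.47 and a Spearman rho of 0.45, which describe the genes and not replicates. In a principal component analysis of 15173 gene sums (log2 CPM), the first component held 58.7% of the variance, 99.1% of it between the lines, and the second held 14.5% and parted every vorinostat library from every DMSO library of both lines. Differences between vorinostat and DMSO within the lines made up 19.9% of the total variance, and differences between the lines 58.3% (exact permutation of the agent within each line, p = 0.01, the smallest that the 400 arrangements can give). Taken line by line, 44.8% of the variance in JAR and 61.0% in JEG-3 lay between the agents. The share over both lines was 9.45% for the 500 most variable genes and 30.4% with each gene scaled to the same variance. The count of genes that changed the same way in both lines was 1227 without JAR DMSO replicate 3 and 1144 without JAR vorinostat replicate 3.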

A volcano plot showed that there were 1207 and 3851 significantly DEGs by vorinostat in JAR and JEG‐3 cells (Figure 4C and Tables S2 and S3). 

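In JAR cells, vorinostat raised *SLC1A6*, which encodes a glutamate transporter, from 9.85 ± 3.31 to 182 ± 25.0 CPM, a log2 fold change of 4.21 (standard error 0.23, adjusted p = 1.5e-04). *TKTL1*, a gene related to transketolase, rose from 9.37 ± 2.70 to 142 ± 54.6 CPM, and *XAGE3*, a member of the XAGE family of cancer/testis genes, from 5.72 ± 0.936 to 68.7 ± 2.93 CPM. *L1CAM*, a neural cell adhesion molecule, and *BMP6*, a secreted ligand of the BMP family, were at 0.705 and 0.418 CPM with DMSO and had log2 fold changes of 3.47 and 3.61 (adjusted p = 2.0e-04 and 2.8e-04). Among the genes that fell most were *NUPR1*, a stress-induced regulator of transcription (from 24.1 ± 13.6 to 3.75 ± 1.14 CPM, adjusted p = 0.0051), and the amino acid transporters *SLC6A19* (from 33.2 ± 1.90 to 5.17 ± 1.32 CPM, adjusted p = 2.3e-04) and *SLC6A9* (from 10.6 ± 3.83 to 1.49 ± 0.460 CPM, adjusted p = 0.0017). *ACP3*, an acid phosphatase, fell from 13.5 ± 0.776 to 1.64 ± 0.145 CPM, and *LYPD2* from 6.68 ± 0.380 to 0.499 ± 0.177 CPM. *CXorf49* and *CXorf49B*, paralogs that share their reads, each had a log2 fold change of -3.01 (adjusted p = 3.1e-04). In all, 1765 genes rose and 1719 fell of 13818 tested at an adjusted p under 0.05 from edgeR, against 2068 and 1377 with total counts and 1082 and 1645 with no filter on low counts. At the thresholds of Fig. 4C, an adjusted p under 0.05 and an absolute log2 fold change over 1, 285 of 51759 transcripts were higher and 263 lower, and they belonged to 475 genes. The transcripts with the highest values, listed at 0 in all DMSO libraries, were *PMEL* ENST00000546543 (at least 193-fold higher, adjusted p = 0.010), *CMC2* ENST00000566918 (at least 191-fold, adjusted p = 0.027) and *TKTL1* ENST00000465168 (at least 142-fold, adjusted p = 0.040), each against 3 counts over the group. The adjusted p of ENST00000546543 of PMEL in JAR was 0.061 and 0.071 without DMSO replicates 1 and 3 and 0.058, 0.073 and 0.081 without vorinostat replicates 1, 2 and 3. That of ENST00000566918 of CMC2 in JAR was 0.086, 0.078 and 0.099 without DMSO replicates 1, 2 and 3 and 0.10, 0.096 and 0.081 without vorinostat replicates 1, 2 and 3 and 0.12 in 1 fit of all 12 libraries. That of ENST00000465168 of TKTL1 in JAR was 0.11, 0.10 and 0.12 without DMSO replicates 1, 2 and 3 and 0.063, 0.13 and 0.15 without vorinostat replicates 1, 2 and 3 and 0.054 with no filter on low counts. The JAR transcript count was 5, 36 and 2 without DMSO replicates 1, 2 and 3, and 25, 12 and 2 without vorinostat replicates 1, 2 and 3. The gene count was 2198 without DMSO replicate 3 and 1982 without vorinostat replicate 3.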

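In JEG-3 cells, *RCN3*, a calcium-binding protein of the endoplasmic reticulum, rose from 0.160 ± 0.0403 to 18.4 ± 1.96 CPM, a log2 fold change of 6.77 (standard error 0.21, adjusted p = 4.3e-06), and *HPR*, a haptoglobin-related gene, from 0.449 ± 0.0489 to 33.7 ± 3.92 CPM, one of 6.21 (standard error 0.17, adjusted p = 4.3e-06). *ALPG*, an alkaline phosphatase close in sequence to the placental *ALPP*, rose from 2.79 ± 0.599 to 85.4 ± 8.35 CPM, and *CGREF1*, a gene of a secreted calcium-binding protein, from 0.521 ± 0.0287 to 16.8 ± 1.54 CPM. *TMSB15A*, a thymosin that binds actin, rose in JEG-3 (4.31, adjusted p = 5.0e-04) and in JAR (3.63, adjusted p = 3.2e-04). *CSF1R*, the receptor of colony-stimulating factor 1, fell from 94.3 ± 10.8 to 7.60 ± 1.58 CPM, a log2 fold change of -3.62 (standard error 0.16, adjusted p = 1.2e-05). *COL17A1*, a collagen of hemidesmosomes, had a log2 fold change of -5.74 (adjusted p = 3.7e-05). *TNFSF10*, the death receptor ligand TRAIL (-3.45, adjusted p = 1.1e-04), and *IL15RA*, the receptor subunit for interleukin 15 (-4.03, adjusted p = 1.5e-04), also fell. *CGB5* and *CGB8*, near-identical genes of the hCG beta subunit that share reads, had log2 fold changes of -3.80 and -3.96 (adjusted p = 9.4e-05 and 1.9e-04). Of 13694 genes tested, 3383 rose and 3529 fell at an adjusted p under 0.05 from edgeR, against 3449 and 3415 with total counts and 3704 and 3653 in 1 fit of all 12 libraries. At the thresholds of Fig. 4C, 2276 of 52917 transcripts were higher and 1781 lower, from 2941 genes, of which 108 had transcripts in both directions. This count was 2430 and 2109 without DMSO replicates 1 and 2, and 1692, 1979 and 2620 without vorinostat replicates 1, 2 and 3.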

IPA analysis of the DEGs was performed for each cell line and a graphical summary is shown in Figure 4D. Moreover, the pathway analysis and Venn diagram revealed that three and four pathways were significantly activated and inhibited by vorinostat treatment in both cell lines, respectively (Figure 4E and Tables [Link], [Link], [Link], [Link]). Of these pathways, we focused on the ferroptosis signaling pathway (JAR and JEG‐3, *p* = 4.17e‐5 and 6.76e‐4, respectively). This is because choriocarcinoma clinically exhibited intratumoral hemorrhage, suggesting an iron‐abundant cancer microenvironment.

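Among genes recorded to rise with HDAC inhibitors, more rose than fell in both lines. Besides *PMEL*, *CLU*, the chaperone clusterin, rose in JAR (log2 fold change 1.90, adjusted p = 2.4e-04), and *GSN*, an actin-severing protein, and *DHRS2*, a short-chain dehydrogenase, rose in JEG-3 (2.64 and 3.77, adjusted p = 1.6e-05 and 4.6e-05). Histone genes went both ways, and *H2BC11* fell from 7.93 to 1.77 CPM in JAR and from 49.0 to 11.2 CPM in JEG-3 (-2.16 and -2.14, adjusted p = 4.0e-04 and 4.5e-05). IPA was not run, and in its place the changes are described with 31 gene lists, written before the deposited counts were examined. The paper's tables, whose values come from these samples, had been read when the tests were planned. A member is called at an adjusted p under 0.05 from edgeR. The number of genes given for a list is that of its members tested in that line. Members named because 5 or fewer of a list moved one way were chosen after their values were seen. The 19 genes recorded to rise with HDAC inhibitors in JAR had a median log2 fold change of 1.03 (camera adjusted p = 1.2e-12, and adjusted p = 0.23 with an estimated correlation). Among them, 10 rose, 2 fell (*TFF1* and *H2AC6*) and 7 did not pass the test (11 higher and 3 lower when adjusted over the list alone). The 16 in JEG-3 had a median log2 fold change of 0.42 (camera adjusted p = 8.6e-06, and adjusted p = 0.16 with an estimated correlation). Of the genes, 8 rose, 2 fell (*H1-0* and *H2AC6*) and 6 did not pass the test (9 higher and 3 lower when adjusted over the list alone). Without JEG-3 DMSO replicates 1 and 3 this JEG-3 median was 0.71 and 0.66. The 33 histone genes in JAR had a median log2 fold change of -0.52 (camera adjusted p = 0.011, and adjusted p = 0.58 with an estimated correlation). Of these, 3 rose (*H3C12*, *H3-3B* and *CENPA*), 12 fell and 18 did not pass the test (3 higher and 14 lower when adjusted over the list alone). The 35 histone genes in JEG-3 had a median log2 fold change of -0.61 (camera adjusted p = 0.053). Among them, 5 rose (*H1-2*, *H2AJ*, *H2AZ2*, *H3-3A* and *CENPA*), 15 fell and 15 did not pass the test (6 higher and 18 lower when adjusted over the list alone). The JAR histone median was -0.27 without DMSO replicate 2, and -0.31 and -0.18 without vorinostat replicates 1 and 3. The 17 histone deacetylases and sirtuins in JAR had a median log2 fold change of 0.013 (camera adjusted p = 0.87). Of the genes, 3 rose (*SIRT4*, *SIRT6* and *SIRT7*), 3 fell (*HDAC1*, *SIRT1* and *SIRT5*) and 11 did not pass the test (3 higher and 3 lower when adjusted over the list alone). In JEG-3, *HDAC7* fell from 16.6 to 3.00 CPM (log2 fold change -2.46, adjusted p = 5.3e-05). The 17 in JEG-3 had a median log2 fold change of -0.040 (camera adjusted p = 0.87). Of these, 4 rose (*HDAC3*, *HDAC8*, *HDAC11* and *SIRT4*), 3 fell (*HDAC7*, *SIRT1* and *SIRT6*) and 10 did not pass the test (3 higher and 3 lower when adjusted over the list alone). The 21 histone acetyltransferases and bromodomain readers in JAR had a median log2 fold change of -0.17 (camera adjusted p = 0.11). Among them, 6 fell and the other 15 did not pass the test (6 lower when adjusted over the list alone). The 21 in JEG-3 had a median log2 fold change of -0.47 (camera adjusted p = 0.062). Of the genes, 2 rose (*BRD7* and *SMARCA2*), 12 fell and 7 did not pass the test (2 higher and 12 lower when adjusted over the list alone). *KAT6B* (-1.49, adjusted p = 4.5e-04) and *KAT7* (-0.96, adjusted p = 1.4e-04) fell in JEG-3. These calls were lost in other settings, given with their adjusted p. H2AC6 in JAR had an adjusted p of 0.35 with protein-coding transcripts only. SIRT6 in JAR had an adjusted p of 0.067 without DMSO replicate 3 and 0.068 in 1 fit of all 12 libraries. SIRT7 in JAR had an adjusted p of 0.071, 0.057 and 0.087 without DMSO replicates 1, 2 and 3 and 0.063 without vorinostat replicate 3, 0.052 with no filter on low counts and 0.065 in 1 fit of all 12 libraries. HDAC1 in JAR had an adjusted p of 0.057 without vorinostat replicate 3. SIRT5 in JAR had an adjusted p of 0.078 and 0.078 without DMSO replicates 2 and 3 and 0.070 and 0.081 without vorinostat replicates 2 and 3 and 0.21 with protein-coding transcripts only. KAT2B in JAR had an adjusted p of 0.064 and 0.058 without DMSO replicates 1 and 3 and 0.063 without vorinostat replicate 3 and 0.064 with DESeq2. BRD2 in JAR had an adjusted p of 0.054 without vorinostat replicate 3. The setting with protein-coding transcripts only was chosen after the values were seen.

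**Figure D1:**
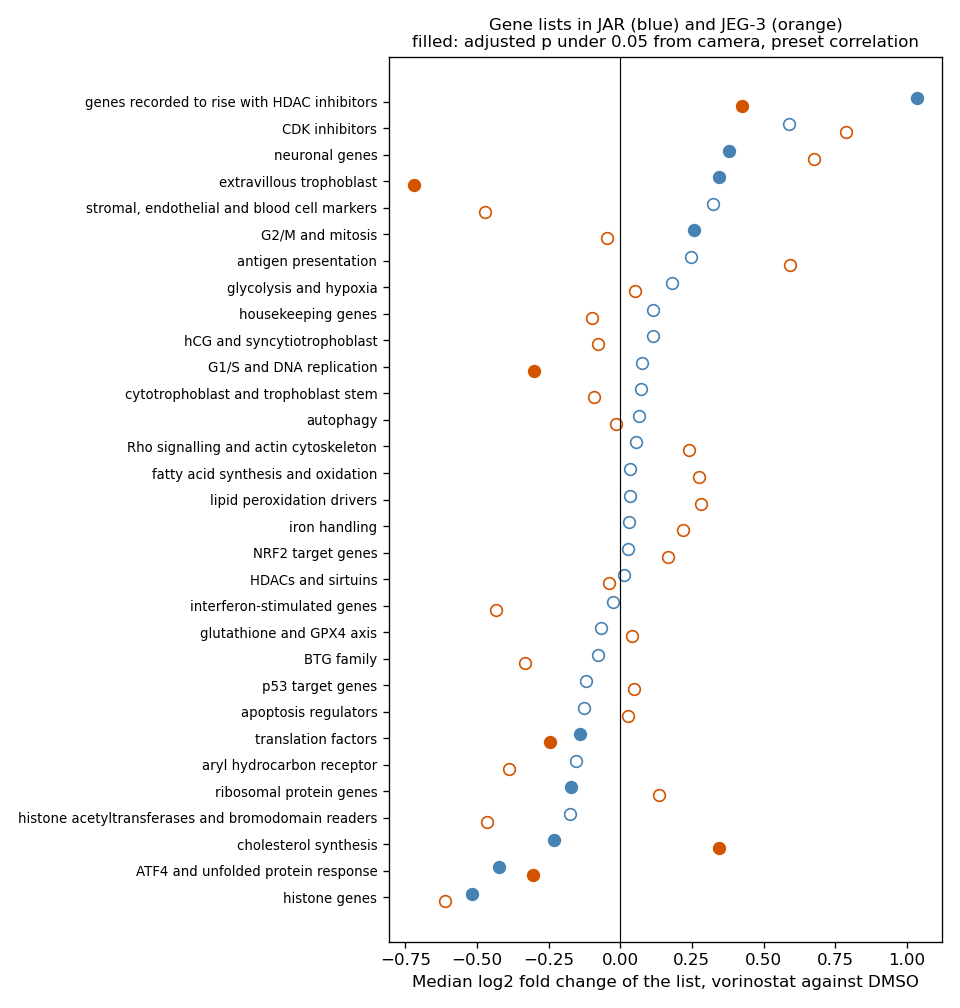
Median log2 fold change (vorinostat against DMSO) of the measured members of 31 gene lists in JAR (blue) and JEG-3 (orange), where a filled point has a camera adjusted p under 0.05 with the preset correlation and an open point has not. Genes recorded to rise with HDAC inhibitors lie highest in JAR, at 1.03, and extravillous trophoblast genes lie at 0.34 in JAR and -0.72 in JEG-3.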

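More translation factors fell than rose in both lines. *EEF1B2*, an elongation factor subunit, fell from 1041 ± 36.1 to 512 ± 44.8 CPM in JAR and from 1513 ± 97.2 to 748 ± 88.7 CPM in JEG-3, log2 fold changes of -1.03 (standard error 0.077, adjusted p = 4.0e-04) and -1.02 (standard error 0.098, adjusted p = 1.6e-04). *EIF2B5*, a subunit of the exchange factor of EIF2, fell in JEG-3 (-1.02, adjusted p = 1.1e-04), and *PABPC1*, the poly(A)-binding protein, fell in JAR (-0.66, adjusted p = 6.6e-04). The 42 translation factors in JAR had a median log2 fold change of -0.14 (camera adjusted p = 0.0029, and adjusted p = 0.58 with an estimated correlation). Of these, 2 rose (*EIF4H* and *EIF5B*), 13 fell and 27 did not pass the test (3 higher and 16 lower when adjusted over the list alone). The 42 in JEG-3 had a median log2 fold change of -0.25 (camera adjusted p = 0.0035, and adjusted p = 0.59 with an estimated correlation). Among them, 6 rose, 22 fell and 14 did not pass the test (6 higher and 22 lower when adjusted over the list alone). With total counts in place of TMM scaling, the JAR median of the translation factors was -0.093. Of 84 ribosomal protein genes in JAR, 2 rose (*RPL26L1* and *RPL3L*), 39 fell and 43 did not pass the test (2 higher and 44 lower when adjusted over the list alone). Together they had a median log2 fold change of -0.17 (camera adjusted p = 4.7e-05, and adjusted p = 0.58 with an estimated correlation). In JEG-3, 28 rose, 7 fell and 49 did not pass (22 higher and 6 lower when adjusted over the list alone). Together they had a median log2 fold change of 0.14 (camera adjusted p = 0.15). *RPL38* rose in JEG-3 (0.59, adjusted p = 3.5e-04), and *RPL10* fell in JAR (-0.49, adjusted p = 0.0016). Target genes of ATF4 and of the unfolded protein response answer amino acid shortage and misfolded proteins. The 40 of them in JAR had a median log2 fold change of -0.42 (camera adjusted p = 0.0015, and adjusted p = 0.69 with an estimated correlation). Of the genes, 10 fell and the other 30 did not pass the test (10 lower when adjusted over the list alone). Without JAR DMSO replicate 2, the library in which these genes had their highest mean level, the JAR median was -0.13 (adjusted p = 0.15). The 41 of them in JEG-3 had a median log2 fold change of -0.30 (camera adjusted p = 0.047, and adjusted p = 0.64 with an estimated correlation). Of these, 9 rose, 18 fell and 14 did not pass the test (9 higher and 18 lower when adjusted over the list alone). The JEG-3 adjusted p was 0.053 without DMSO replicate 1, 0.052 without vorinostat replicate 1 and 0.068 with total counts, and the JEG-3 median was -0.17 and -0.47 without DMSO replicates 1 and 3. *PPP1R15A*, a phosphatase subunit that acts on EIF2, fell in JEG-3 (-1.48, adjusted p = 3.8e-05), while the chaperone *CALR* rose (1.29, adjusted p = 3.1e-05).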

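More genes of G1/S and DNA replication fell than rose in JEG-3, and more genes of G2/M and mitosis rose than fell in JAR. *TYMS*, *MCM7* and *RRM2*, which serve nucleotide synthesis and replication licensing, had log2 fold changes of -1.03, -0.83 and -0.76 in JEG-3 (adjusted p = 7.7e-05, 8.4e-05 and 1.3e-04), and *CCND1*, cyclin D1, rose from 108 to 275 CPM. *CKS2*, a regulator of cyclin-dependent kinases, rose from 136 to 229.9 CPM in JAR and from 306 to 506 CPM in JEG-3, and *ANLN* and *CDC20* rose in JAR (0.63 and 0.71, adjusted p = 0.0052 and 0.0086). The 49 genes of G1/S and DNA replication in JEG-3 had a median log2 fold change of -0.30 (camera adjusted p = 0.0086, and adjusted p = 0.59 with an estimated correlation). Among them, 3 rose (*TK1*, *CCND1* and *DNMT1*), 25 fell and 21 did not pass the test (3 higher and 25 lower when adjusted over the list alone). The 48 in JAR had a median log2 fold change of 0.075 (camera adjusted p = 0.78). Of the genes, 7 rose, 4 fell (*GINS3*, *CCND1*, *CCND3* and *E2F3*) and 37 did not pass the test (7 higher and 4 lower when adjusted over the list alone). The 45 genes of G2/M and mitosis in JAR had a median log2 fold change of 0.26 (camera adjusted p = 0.0015, and adjusted p = 0.66 with an estimated correlation). Of these, 12 rose and the other 33 did not pass the test (12 higher when adjusted over the list alone). This median was 0.17 without DMSO replicate 2 and 0.16 without vorinostat replicate 1. The 45 in JEG-3 had a median log2 fold change of -0.047 (camera adjusted p = 0.91). Among them, 13 rose, 13 fell and 19 did not pass the test (13 higher and 14 lower when adjusted over the list alone). The 6 inhibitors of cyclin-dependent kinases in JAR had a median log2 fold change of 0.59 (camera adjusted p = 0.10). Of the genes, 4 rose (*CDKN1A*, *CDKN2C*, *CDKN2D* and *CDKN3*) and 2 fell (*CDKN1B* and *CDKN2A*) (4 higher and 2 lower when adjusted over the list alone). The 7 in JEG-3 had a median log2 fold change of 0.79 (camera adjusted p = 0.30). Of these, 5 rose (*CDKN1A*, *CDKN2B*, *CDKN2C*, *CDKN2D* and *CDKN3*) and 2 fell (*CDKN1B* and *CDKN2A*) (5 higher and 2 lower when adjusted over the list alone). *CDKN3*, a phosphatase of these kinases, rose from 40.6 ± 4.77 to 86.9 ± 5.43 CPM in JAR (1.10, adjusted p = 8.0e-04) and in JEG-3 (1.05, adjusted p = 2.0e-04). *TP53* fell in JEG-3 from 119 to 31.4 CPM, a log2 fold change of -1.92 (standard error 0.11, adjusted p = 3.1e-05). The 25 p53 target genes in JAR had a median log2 fold change of -0.12 (camera adjusted p = 0.31). Among them, 2 rose (*CDKN1A* and *DDB2*), 5 fell (*MDM2*, *TP53I3*, *TNFRSF10B*, *CCNG1* and *SPATA18*) and 18 did not pass the test (2 higher and 5 lower when adjusted over the list alone). The 24 p53 target genes in JEG-3 had a median log2 fold change of 0.049 (camera adjusted p = 0.87), with a mean of -0.00098 and camera's direction up. Of the genes, 5 rose (*CDKN1A*, *GADD45A*, *FDXR*, *DDB2* and *POLH*), 5 fell (*TP53I3*, *SESN2*, *TNFRSF10B*, *XPC* and *TRIAP1*) and 14 did not pass the test (5 higher and 5 lower when adjusted over the list alone). The 34 regulators of apoptosis in JAR had a median log2 fold change of -0.13 (camera adjusted p = 0.37). Of these, 2 rose (*MCL1* and *BAK1*), 3 fell (*CASP6*, *CFLAR* and *TNFRSF10B*) and 29 did not pass the test (2 lower when adjusted over the list alone). The 34 of these in JEG-3 had a median log2 fold change of 0.028 (camera adjusted p = 0.87), with a mean of -0.18 and camera's direction down. Among them, 7 rose, 11 fell and 16 did not pass the test (7 higher and 11 lower when adjusted over the list alone). *CFLAR*, an inhibitor of caspase 8, fell in both lines (-0.60 in JAR and -1.40 in JEG-3, adjusted p = 0.011 and 8.3e-04), and *BIRC5*, survivin, rose in JEG-3 (0.51, adjusted p = 4.7e-04). These calls were lost in other settings, given with their adjusted p. BAK1 in JAR had an adjusted p of 0.083, 0.14 and 0.11 without DMSO replicates 1, 2 and 3 and 0.12, 0.051 and 0.11 without vorinostat replicates 1, 2 and 3, 0.17 with DESeq2 and 0.13 with no filter on low counts. CASP6 in JAR had an adjusted p of 0.073 without DMSO replicate 1 and 0.063 and 0.091 without vorinostat replicates 1 and 2. CDKN1A in JEG-3 had an adjusted p of 0.067 and 0.093 without DMSO replicates 1 and 2 and 0.051 and 0.081 without vorinostat replicates 1 and 3 and 0.050 with no filter on low counts. SPATA18 in JAR had an adjusted p of 0.14 in 1 fit of all 12 libraries. TNFRSF10B in JAR had an adjusted p of 0.077 with protein-coding transcripts only. The setting with protein-coding transcripts only was chosen after the values were seen.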

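The molecules listed for the pathways that IPA called in both lines moved both ways. For EIF2 signaling, which controls the start of translation, *EIF2AK2*, the kinase PKR, fell from 20.1 ± 3.80 to 12.1 ± 0.331 CPM in JAR and from 35.9 ± 1.21 to 20.0 ± 0.468 CPM in JEG-3, log2 fold changes of -0.73 (standard error 0.14, adjusted p = 0.0094) and -0.84 (standard error 0.075, adjusted p = 1.2e-04). Of the 26 measured molecules that Table S4 lists for this pathway in JAR, 2 rose (*GSK3B* and *RAP1B*), 10 fell and 14 did not pass the test (2 higher and 12 lower when adjusted over the list alone). Table S5's list for JEG-3 breaks off in the copy used here, so its counts are left out. *PRMT1*, an arginine methyltransferase that binds BTG proteins, fell in JAR (-0.46, adjusted p = 0.0054) and in JEG-3 (-0.88, adjusted p = 1.8e-04). Of 7 molecules of cell cycle regulation by BTG family proteins in JAR, 1 rose (*PPM1J*), 2 fell (*CCND1* and *PTPA*) and 4 did not pass the test (2 higher and 3 lower when adjusted over the list alone). Of 14 in JEG-3, 2 rose (*CCND1* and *PPM1J*), 6 fell and 6 did not pass the test (3 higher and 7 lower when adjusted over the list alone). *LIMK2*, a kinase of the actin regulator cofilin, fell in both lines (-0.49 in JAR and -0.97 in JEG-3, adjusted p = 0.0045 and 4.6e-05). Of 13 molecules of RhoA signaling in JAR, 3 rose (*ARHGAP5*, *MPRIP* and *PIP5KL1*), 3 fell (*CDC42EP5*, *LIMK2* and *MYLPF*) and 7 did not pass the test (3 higher and 6 lower when adjusted over the list alone). In JEG-3, of 34, 9 rose, 13 fell and 12 did not pass the test (9 higher and 13 lower when adjusted over the list alone). Of 12 molecules of Gα12/13 signaling in JAR, 6 rose, 3 fell (*MYLPF*, *SRC* and *VAV1*) and 3 did not pass the test (6 higher and 4 lower when adjusted over the list alone). In JEG-3, *MYL9*, a myosin light chain, rose (1.34), and *CDH5*, VE-cadherin, fell (-1.97). Of 26 molecules there, 8 rose, 14 fell and 4 did not pass the test (8 higher and 14 lower when adjusted over the list alone). Of 17 molecules of aryl hydrocarbon receptor signaling in JAR, 4 rose (*CYP2C9*, *GSTA4*, *JUN* and *PTGES3*), 7 fell and 6 did not pass the test (4 higher and 8 lower when adjusted over the list alone). The oxidoreductase *NQO1* fell from 435 to 157 CPM in JEG-3. Of 34 molecules of this pathway in JEG-3, 11 rose, 16 fell and 7 did not pass the test (11 higher and 16 lower when adjusted over the list alone). Of 9 molecules of hypoxia signaling in the cardiovascular system in JAR, 1 rose (*JUN*), 3 fell (*EPO*, *MDM2* and *UBE2K*) and 5 did not pass the test (2 higher and 3 lower when adjusted over the list alone). For JEG-3, of 17, 3 rose (*UBE2D4*, *UBE2E2* and *UBE2L6*), 8 fell and 6 did not pass the test (3 higher and 8 lower when adjusted over the list alone). Some calls were lost in other settings, given with their adjusted p. RAP1B in JAR had an adjusted p of 0.093 and 0.14 without DMSO replicates 2 and 3 and 0.11 and 0.11 without vorinostat replicates 1 and 2 and 0.11 with no filter on low counts. PTGES3 in JAR had an adjusted p of 0.068, 0.12 and 0.16 without DMSO replicates 1, 2 and 3 and 0.11 and 0.10 without vorinostat replicates 1 and 3, 0.14 with no filter on low counts, 0.053 with a mean count of at least 10 and 0.051 with values not rounded. The study chose all these molecules on these samples, so the counts, those adjusted over the list alone included, are not independent evidence of a direction. Nor do the counts, of gene sums at any fold, test IPA's calls of activated or inhibited pathways. Those calls came from the study's differentially expressed genes and carry a z-score (for EIF2 signaling 1 in JAR and 1.021 in JEG-3).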

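Another 4 lists share themes with the study's pathways, which it found on these samples, but their members were not drawn from the samples. The called genes of the BTG family and its partners all fell, and the other 3 lists held called genes of both directions in each line. *TOB1*, an antiproliferative member of the BTG family, fell in JEG-3 from 37.7 ± 3.51 to 23.6 ± 1.26 CPM (log2 fold change -0.67, adjusted p = 8.3e-04). *RHOA* rose in JAR from 592 ± 16.4 to 819 ± 34.2 CPM (0.47, adjusted p = 0.0024), while *MYH10*, a nonmuscle myosin heavy chain, fell (-0.67, adjusted p = 0.0034). *ALDOA*, aldolase A, rose in JAR (0.48, adjusted p = 0.0016), *EGLN3*, an oxygen sensor, rose in JEG-3 (1.29, adjusted p = 4.6e-05), and *TPI1*, triosephosphate isomerase, fell in JEG-3 (-0.98, adjusted p = 7.9e-05). The 8 genes of the BTG and TOB family and its partners in JAR had a median log2 fold change of -0.080 (camera adjusted p = 0.35). Of the genes, 2 fell (*TOB2* and *PRMT1*) and the other 6 did not pass the test (2 lower when adjusted over the list alone). The 8 in JEG-3 had a median log2 fold change of -0.33 (camera adjusted p = 0.13). Of these, 5 fell (*BTG1*, *BTG3*, *TOB1*, *TOB2* and *PRMT1*) and the other 3 did not pass the test (2 higher and 6 lower when adjusted over the list alone). The 39 genes of Rho signaling and the actin cytoskeleton in JAR had a median log2 fold change of 0.056 (camera adjusted p = 0.97). Among them, 8 rose, 8 fell and 23 did not pass the test (9 higher and 10 lower when adjusted over the list alone). The 39 in JEG-3 had a median log2 fold change of 0.24 (camera adjusted p = 0.87). Of the genes, 18 rose, 12 fell and 9 did not pass the test (19 higher and 13 lower when adjusted over the list alone). The 12 genes of the aryl hydrocarbon receptor and its targets in JEG-3 had a median log2 fold change of -0.39 (camera adjusted p = 0.21). Of these, 1 rose (*CYP1A2*), 7 fell and 4 did not pass the test (1 higher and 7 lower when adjusted over the list alone). The 9 in JAR had a median log2 fold change of -0.15 (camera adjusted p = 0.78). Among them, 2 rose (*HSP90AA1* and *PTGES3*), 2 fell (*ARNT* and *HSP90AB1*) and 5 did not pass the test (2 higher and 2 lower when adjusted over the list alone). The 32 genes of glycolysis and hypoxia in JAR had a median log2 fold change of 0.18 (camera adjusted p = 0.23). Of the genes, 9 rose, 3 fell (*HK2*, *GPI* and *DDIT4*) and 20 did not pass the test (11 higher and 3 lower when adjusted over the list alone). The 32 of them in JEG-3 had a median log2 fold change of 0.052 (camera adjusted p = 0.87), with a mean of 0.12 and camera's direction down. Of these, 9 rose, 10 fell and 13 did not pass the test (9 higher and 10 lower when adjusted over the list alone). These calls were lost in other settings, given with their adjusted p. TOB2 in JAR had an adjusted p of 0.064 and 0.063 without DMSO replicates 1 and 3 and 0.054 and 0.081 without vorinostat replicates 2 and 3. HSP90AA1 in JAR had an adjusted p of 0.073 and 0.097 without DMSO replicates 2 and 3 and 0.057 and 0.060 without vorinostat replicates 1 and 3 and 0.073 with no filter on low counts. HSP90AB1 in JAR had an adjusted p of 0.061 and 0.053 without DMSO replicates 1 and 3 and 0.076 and 0.062 without vorinostat replicates 2 and 3. PTGES3 in JAR had an adjusted p of 0.068, 0.12 and 0.16 without DMSO replicates 1, 2 and 3 and 0.11 and 0.10 without vorinostat replicates 1 and 3, 0.14 with no filter on low counts, 0.053 with a mean count of at least 10 and 0.051 with values not rounded. ARNT in JAR had an adjusted p of 0.34 with protein-coding transcripts only. BTG3 in JEG-3 had an adjusted p of 0.053 and 0.052 without DMSO replicates 1 and 2 and 0.058 without vorinostat replicate 1 and 0.21 with protein-coding transcripts only. The setting with protein-coding transcripts only was chosen after the values were seen.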

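Genes that ferroptosis draws on moved both ways in both lines, as genes in general did. Of all genes tested, 25.2% in JAR and 50.5% in JEG-3 were called. *ACSL4*, which loads polyunsaturated fatty acids into membrane lipids, rose from 11.3 ± 2.53 to 39.8 ± 5.08 CPM in JEG-3, a log2 fold change of 1.83 (standard error 0.17, adjusted p = 1.2e-04), and it rose in JAR as well (0.77, adjusted p = 0.0023). *TXNRD1*, thioredoxin reductase, rose in JAR (0.48, adjusted p = 0.0045) and fell in JEG-3 (-0.73, adjusted p = 6.9e-04). *SLC40A1*, the iron exporter ferroportin, rose in JEG-3 from 19.7 ± 2.02 to 57.5 ± 2.16 CPM (1.55, adjusted p = 3.5e-05), and *FTL*, the ferritin light chain, fell in JAR from 4887 ± 229 to 2985 ± 263 CPM (-0.71, adjusted p = 0.0013). Of 16 measured molecules that Table S4 lists for the ferroptosis pathway in JAR, 4 rose (*DPP4*, *RAP1B*, *SAT1* and *SLC11A2*), 8 fell and 4 did not pass the test (4 higher and 9 lower when adjusted over the list alone). Of 28 that Table S5 lists for JEG-3, 11 rose, 13 fell and 4 did not pass the test (11 higher and 13 lower when adjusted over the list alone). The study chose these molecules on these samples, so neither count is independent evidence of a direction. Neither count tests IPA's call of activation, which carries a z-score of 2 in JAR and 2.117 in JEG-3. The lists of iron handling, lipid peroxidation and the GPX4 axis share the theme of this pathway. They also hold some of its molecules, such as *SLC11A2*, *SAT1* and *SLC3A2*, so they are not independent of it. The 23 genes of iron handling in JAR had a median log2 fold change of 0.031 (camera adjusted p = 0.88). Among them, 5 rose (*TFRC*, *SLC11A2*, *HMOX1*, *HEPH* and *BMP6*), 3 fell (*STEAP3*, *FTL* and *PCBP2*) and 15 did not pass the test (7 higher and 3 lower when adjusted over the list alone). The 21 genes of iron handling in JEG-3 had a median log2 fold change of 0.22 (camera adjusted p = 0.068). Of the genes, 9 rose, 4 fell (*STEAP3*, *PCBP2*, *CISD2* and *SLC25A28*) and 8 did not pass the test (9 higher and 4 lower when adjusted over the list alone). The 18 genes that drive lipid peroxidation in JAR had a median log2 fold change of 0.035 (camera adjusted p = 0.39). Of these, 4 rose (*ACSL4*, *LPCAT3*, *ALOX15B* and *SAT1*), 3 fell (*PEBP1*, *VDAC2* and *FADS2*) and 11 did not pass the test (7 higher and 5 lower when adjusted over the list alone). The 19 in JEG-3 had a median log2 fold change of 0.28 (camera adjusted p = 0.062). Among them, 7 rose, 2 fell (*FADS2* and *AGPS*) and 10 did not pass the test (7 higher and 2 lower when adjusted over the list alone). *LPCAT3* rose in JAR (0.84, adjusted p = 0.0016) and *ELOVL5* in JEG-3 (1.04, adjusted p = 5.5e-05), and *FADS2* fell in JEG-3 (-1.01, adjusted p = 2.0e-04), all enzymes of polyunsaturated lipids. These calls were lost in other settings, given with their adjusted p. SAT1 in JAR had an adjusted p of 0.065 without DMSO replicate 3 and 0.056 and 0.059 without vorinostat replicates 2 and 3. RAP1B in JAR had an adjusted p of 0.093 and 0.14 without DMSO replicates 2 and 3 and 0.11 and 0.11 without vorinostat replicates 1 and 2 and 0.11 with no filter on low counts. SLC11A2 in JAR had an adjusted p of 0.076, 0.064 and 0.066 without DMSO replicates 1, 2 and 3 and 0.056, 0.063 and 0.092 without vorinostat replicates 1, 2 and 3, 0.076 with no filter on low counts and 0.082 with protein-coding transcripts only. VDAC2 in JAR had an adjusted p of 0.060 without DMSO replicate 1 and 0.078 without vorinostat replicate 3. The setting with protein-coding transcripts only was chosen after the values were seen.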

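Of the genes that NRF2 activates, the oxidoreductase *NQO1* (-1.47) and *OSGIN1* (from 32.3 to 8.04 CPM) fell in JEG-3 (adjusted p = 1.8e-04 and 3.9e-05), while *BLVRB* rose there (0.93, adjusted p = 9.2e-05). *SRXN1*, which repairs peroxiredoxins (0.86), and *HMOX1*, heme oxygenase 1 (0.59), rose in JAR (adjusted p = 0.0024 and 0.0027), while *FTL* fell there (-0.71, adjusted p = 0.0013). *GABARAPL1*, which coats autophagosomes, rose in both lines (0.86 in JAR and 2.22 in JEG-3, adjusted p = 0.0038 and 4.5e-05). The 26 NRF2 target genes in JAR had a median log2 fold change of 0.028 (camera adjusted p = 0.78), with a mean of -0.051 and camera's direction up. Of the genes, 7 rose, 6 fell and 13 did not pass the test (8 higher and 7 lower when adjusted over the list alone). The 26 NRF2 target genes in JEG-3 had a median log2 fold change of 0.17 (camera adjusted p = 0.80). Of these, 10 rose, 6 fell and 10 did not pass the test (10 higher and 6 lower when adjusted over the list alone). The 16 genes of glutathione synthesis and the GPX4 axis in JAR had a median log2 fold change of -0.067 (camera adjusted p = 0.97). Among them, 2 rose (*GCLM* and *TXNRD1*), 3 fell (*SLC3A2*, *GSS* and *PRDX6*) and 11 did not pass the test (2 higher and 3 lower when adjusted over the list alone). The 18 in JEG-3 had a median log2 fold change of 0.042 (camera adjusted p = 0.87), with a mean of -0.035 and camera's direction down. Of the genes, 1 rose (*SLC3A2*), 5 fell (*GSS*, *GPX4*, *SEPSECS*, *TXNRD1* and *MGST1*) and 12 did not pass the test (1 higher and 5 lower when adjusted over the list alone). The 33 autophagy genes in JAR had a median log2 fold change of 0.065 (camera adjusted p = 0.31). Of these, 8 rose, 2 fell (*ATG13* and *VPS41*) and 23 did not pass the test (8 higher and 2 lower when adjusted over the list alone). The 34 autophagy genes in JEG-3 had a median log2 fold change of -0.016 (camera adjusted p = 0.87), with a mean of -0.026 and camera's direction up. Among them, 9 rose, 10 fell and 15 did not pass the test (10 higher and 11 lower when adjusted over the list alone). These calls were lost in other settings, given with their adjusted p. GSS in JAR had an adjusted p of 0.14 with protein-coding transcripts only. SLC3A2 in JAR had an adjusted p of 0.054 without DMSO replicate 3 and 0.093 and 0.11 without vorinostat replicates 1 and 3 and 0.084 for its most abundant transcript. SLC3A2 in JEG-3 had an adjusted p of 0.061 in 1 fit of all 12 libraries and 0.36 for its most abundant transcript. GPX4 in JEG-3 had an adjusted p of 0.056 without DMSO replicate 2 and 0.068 without vorinostat replicate 1. The setting with protein-coding transcripts only was chosen after the values were seen. From the pathways shared by the lines, the paper took ferroptosis for its next experiments, and it gives bleeding within the tumours, which it proposes makes them rich in iron, as the reason.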

**FIGURE 4:**
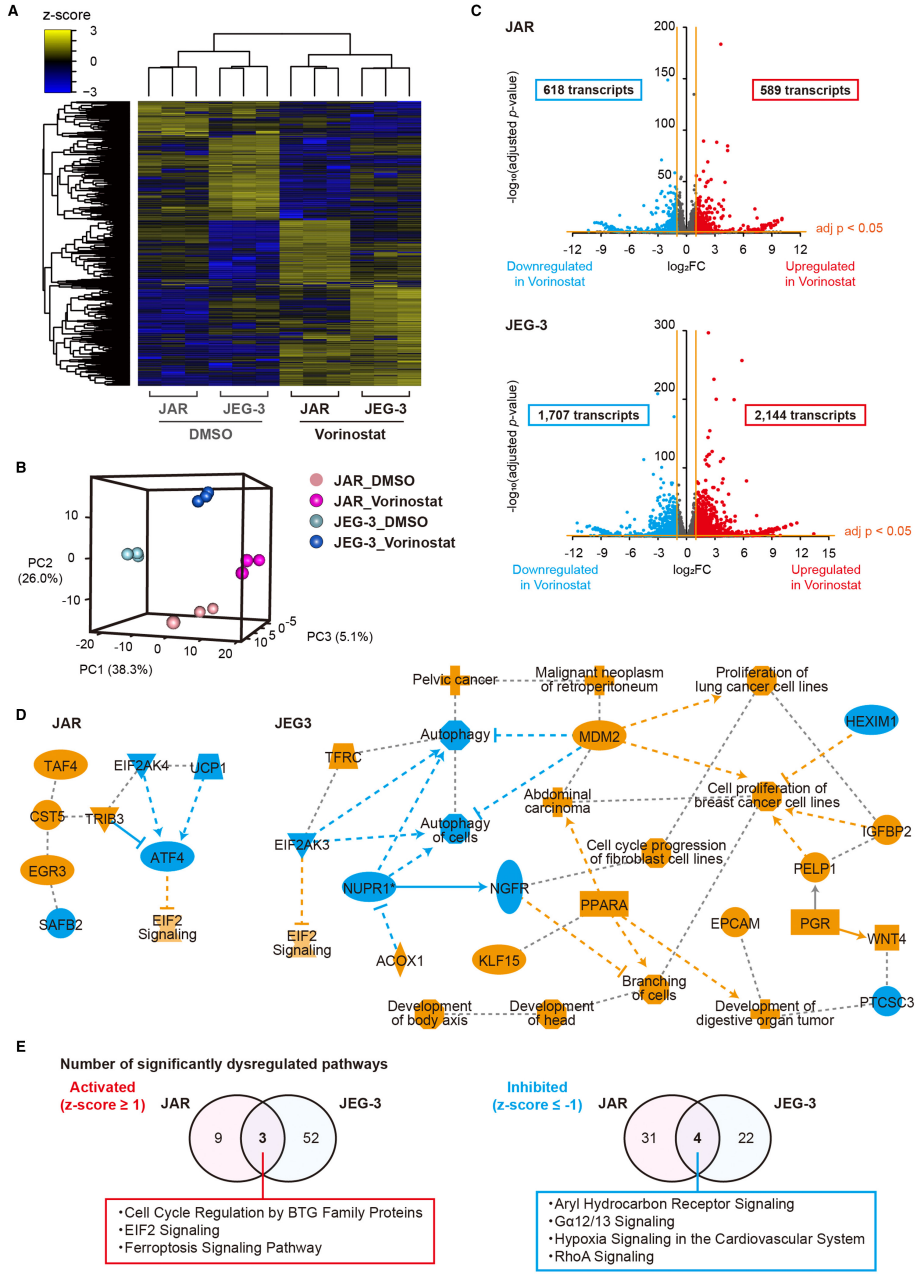
RNA sequencing to identify the mechanism of vorinostat‐induced cell death. (A) Heatmap analysis showing differentially expressed genes (GEGs, |log2FC| > 1) following vorinostat treatment. Choriocarcinoma cells were treated with either 1 μM vorinostat or DMSO for 24 h. (B) Principal component analysis of vorinostat‐ or DMSO‐treated choriocarcinoma cells. (C) Volcano plots of vorinostat‐ or DMSO‐treated choriocarcinoma cells. (D) Graphical summary based on Ingenuity Pathway Analysis (IPA). Orange and blue nodes showed activated and inhibited factors, respectively. (E) Venn diagrams representing the commonly activated or inhibited pathways following vorinostat treatment based on IPA analysis.

### 3.4 Activation of ferroptosis by vorinostat

RNA sequencing revealed that vorinostat treatment resulted in the aberrant expression of ferroptosis‐associated genes (Figure 5A). In addition, PCR validated the downregulation of *GPX4*, *NRF2*, and *SLC3A2* in vorinostat‐treated JAR and JEG‐3 cells (Figure 5B). Moreover, western blot analysis revealed that the expression of GPX4 and NRF2 was decreased by vorinostat in a dose‐dependent manner (Figure 5C).

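As gene sums, 4 of the genes in Fig. 5A changed in JAR whichever library was left out. *DPP4*, a peptidase of the cell surface, rose from 2.29 ± 0.812 to 7.89 ± 2.10 CPM (SD, n = 3), a log2 fold change of 1.78 (standard error 0.30, adjusted p = 0.0068). The histone genes *H2BC12* and *H2BC5* fell from 166 ± 4.79 to 50.9 ± 11.7 CPM and from 16.3 ± 2.09 to 7.47 ± 1.56 CPM, and *STEAP3*, a reductase of endosomal iron, fell from 9.60 ± 1.01 to 2.84 ± 0.554 CPM (log2 fold changes of -1.71, -1.12 and -1.75, adjusted p = 7.4e-04, 0.0044 and 0.0011). In JEG-3, *SLC11A2*, the divalent metal transporter DMT1, rose from 44.3 ± 3.26 to 95.9 ± 2.79 CPM (1.11, adjusted p = 5.3e-05) and *RAP1A*, a small GTPase, from 41.8 ± 4.02 to 59.4 ± 4.79 CPM (0.51, adjusted p = 0.0038). *BECN1*, an autophagy gene, and *KEAP1*, the inhibitor of NRF2, fell in JEG-3 with log2 fold changes of -0.64 and -0.70 (adjusted p = 7.2e-04 and 3.1e-04). *H2BC12* (-1.03), *H2BC5* (-0.91) and *STEAP3* (-0.50) fell in JEG-3 as well (adjusted p = 5.3e-05, 0.0032 and 0.011). *GPX4*, which reduces lipid peroxides, was at 696 ± 36.3 CPM with DMSO and 631 ± 44.1 with vorinostat in JAR, a log2 fold change of -0.14 (standard error 0.074, adjusted p = 0.20) that did not pass the test (95% confidence interval -0.31 to 0.03). In JEG-3 it fell from 447 ± 12.9 to 378 ± 17.3 CPM, one of -0.24 (standard error 0.067, adjusted p = 0.018), with an adjusted p of 0.056 without DMSO replicate 2 and 0.068 without vorinostat replicate 1. *NFE2L2*, the gene of NRF2, was at 30.2 ± 1.16 and 27.1 ± 0.397 CPM in JAR (-0.15, adjusted p = 0.15, 95% confidence interval -0.32 to 0.01) and fell from 73.1 ± 6.95 to 52.7 ± 2.50 CPM in JEG-3 (-0.47, adjusted p = 0.0032). The differences between the lines were not past the test for *GPX4* (interaction adjusted p = 0.58) or *NFE2L2* (0.066, and 0.042 without JEG-3 DMSO replicate 2).

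**Figure D2:**
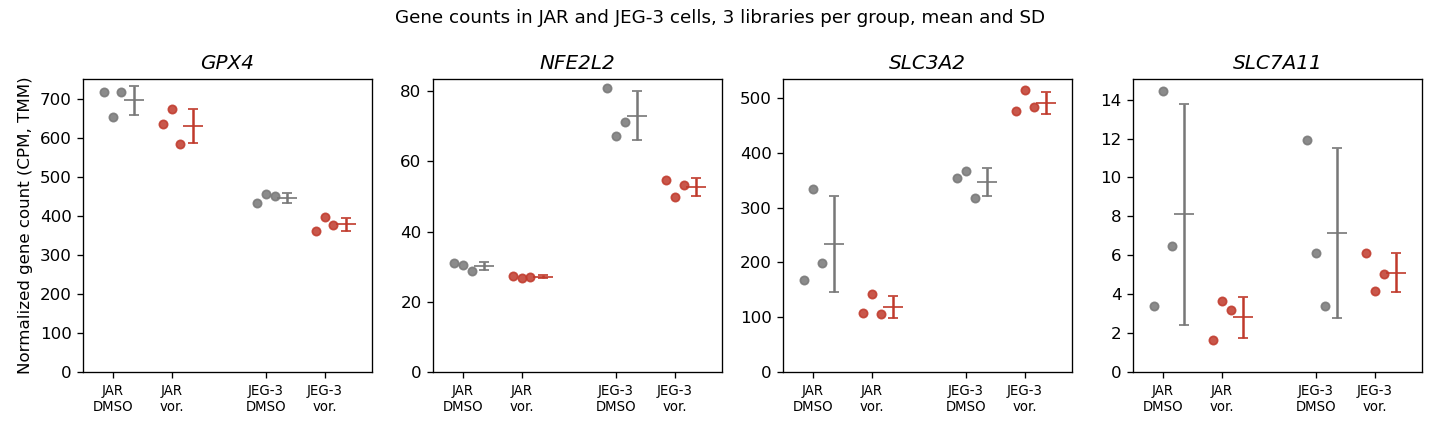
Normalized CPM of *GPX4*, *NFE2L2*, *SLC3A2* and *SLC7A11* in each library of JAR and JEG-3 (points, DMSO grey and vorinostat red), with the mean and SD of 3 libraries. In JEG-3, *NFE2L2* had a mean of 73.1 CPM with DMSO and 52.7 with vorinostat.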

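Other genes of Fig. 5A passed the test in JAR and lost the call without 1 or more libraries. *SAT1*, an enzyme of polyamine breakdown, rose from 66.0 ± 22.5 to 136 ± 11.7 CPM (log2 fold change 1.04, adjusted p = 0.017), and SAT1 in JAR had an adjusted p of 0.065 without DMSO replicate 3 and 0.056 and 0.059 without vorinostat replicates 2 and 3. SLC11A2 in JAR had a log2 fold change of 0.31 (adjusted p = 0.025, 0.076, 0.064 and 0.066 without DMSO replicates 1, 2 and 3 and 0.056, 0.063 and 0.092 without vorinostat replicates 1, 2 and 3, 0.076 with no filter on low counts and 0.082 with protein-coding transcripts only). RAP1B in JAR had one of 0.29 (adjusted p = 0.034, 0.093 and 0.14 without DMSO replicates 2 and 3 and 0.11 and 0.11 without vorinostat replicates 1 and 2, and 0.11 with no filter on low counts). KEAP1 in JAR was at -0.42 (adjusted p = 0.040, 0.10 and 0.069 without DMSO replicates 1 and 2 and 0.11 and 0.13 without vorinostat replicates 2 and 3, and 0.056 with total counts). The mitochondrial channel gene VDAC2 in JAR was at -0.30 (adjusted p = 0.021, and 0.060 without DMSO replicate 1 and 0.078 without vorinostat replicate 3). A cofactor of Hippo signaling, YAP1 in JAR, was at -0.34 (adjusted p = 0.029, and 0.085, 0.052 and 0.054 without DMSO replicates 1, 2 and 3 and 0.092 and 0.10 without vorinostat replicates 2 and 3). *H2BC15*, *RAP1A* and *BECN1* did not pass as gene sums in JAR (adjusted p = 0.065, 0.42 and 0.92), though H2BC15 in JAR did without DMSO replicate 1 (adjusted p = 0.038). In JEG-3, *DPP4*, *SAT1*, *RAP1B*, *VDAC2*, *YAP1* and *H2BC15* did not pass (adjusted p = 0.067, 0.75, 0.16, 0.62, 0.11 and 0.80), and DPP4 in JEG-3 had an adjusted p of 0.029 without DMSO replicate 3 and 0.049 without vorinostat replicate 1. Of the single transcripts that Table S2 gives for these genes in JAR, 5 were past the thresholds of Fig. 4C. They were those of *H2BC12* (-1.70, adjusted p = 0.013), *H2BC5* (-1.37, adjusted p = 0.032) and *STEAP3* (-1.63, adjusted p = 0.036), *SAT1* ENST00000379270 (1.36, adjusted p = 0.044) and *BECN1* ENST00000361523, listed at 0 after vorinostat and at least 43.7-fold lower (adjusted p = 0.028). Each lost this call without any 1 of the 6 libraries, except *H2BC12* without vorinostat replicate 2 and *SAT1* without DMSO replicate 2, with the highest adjusted p at 0.086, 0.12, 0.13, 0.15 and 0.12 in the same order. The Table S2 transcripts of *KEAP1* (-1.40, adjusted p = 0.22), *SLC11A2* (1.03, adjusted p = 0.097), *DPP4* (1.79, adjusted p = 0.071), *RAP1A* (-1.36, adjusted p = 0.12), *VDAC2* (-1.79, adjusted p = 0.32), *H2BC15* (-1.03, adjusted p = 0.18) and *RAP1B* (1.04, adjusted p = 0.27) were not past them.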

**FIGURE 5:**
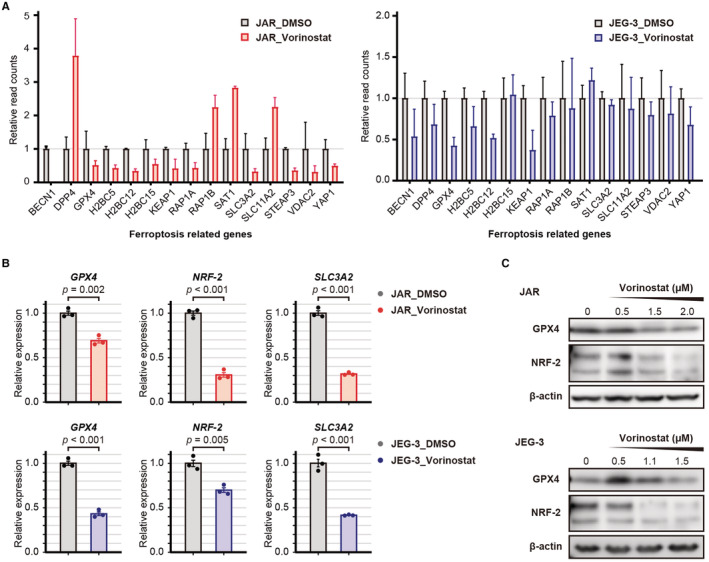
Induction of ferroptosis pathway by vorinostat. (A) The relative read counts of ferroptosis‐associated genes in 1 μM vorinostat‐treated choriocarcinoma cells compared with DMSO treatment. (B) qRT‐PCR showing the relative expression of GPX4, NRF‐2, and SLC3A2 in vorinostat‐treated choriocarcinoma cells compared with DMSO treatment. The relative expression was compared by a Student's *t*‐test, and the values are shown as the mean ± standard error. (C) Western blot analysis of GPX4 and NRF‐2 in choriocarcinoma cell lines treated with vorinostat.

### 3.5 In vivo validation of vorinostat effects

Finally, we evaluated in vivo effect of vorinostat using a JAR cell‐bearing mouse model (Figure 6A). Tumor volume was significantly inhibited by vorinostat treatment (*p* < 0.01 at 12 weeks) and no adverse events, including weight changes, were observed in either group (Figure 6B). Immunohistochemistry revealed that vorinostat significantly decreased the expression of GPX4 (*p* = 0.017, Figure 6C) and NRF2 (*p* = 0.024, Figure 6C). Additionally, the expression of 4‐hydroxynonena (4‐HNE), a well‐known by‐product of lipid peroxidation and a widely accepted marker of oxidative stress, was increased in the vorinostat group (*p* = 0.020, Figure 6C). Moreover, the expression of Ki67 was significantly decreased (*p* < 0.001) and TUNEL‐positive cells were significantly increased in the vorinostat group (*p* < 0.001, Figure 6C).

**FIGURE 6:**
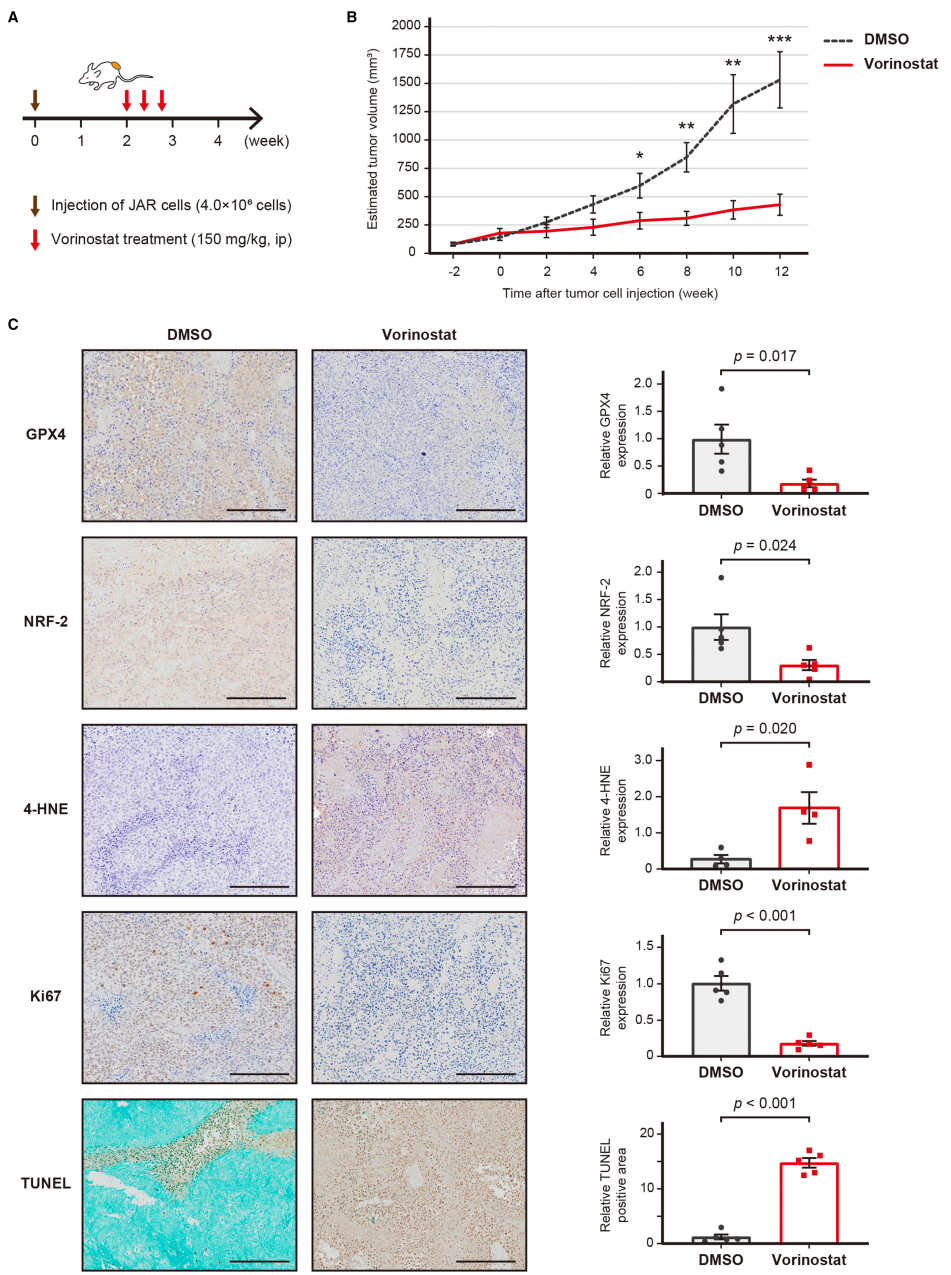
The effect of vorinostat in a JAR cell‐bearing mouse model. (A) The schema of the treatment schedule. Mice were intraperitoneally administered with either vorinostat (150 mg/kg) or vehicle (DMSO) every other day. (B) Estimated tumor volume of JAR cell‐bearing mice treated with either vorinostat or DMSO. Tumor volume and weight were compared using a Student's *t*‐test (*p < 0.05, **p < 0.01, ***p < 0.001). (C) Representative images of immunohistochemistry. The percentage of GPX4‐positive, NRF2‐positive, Ki67‐positive, TUNEL‐positive, and 4HNE‐positive cells were quantified by TissuemorphPD and compared with a Students *t*‐test. The values are the mean ± standard error (*n* = 5). Scale bar, 200 μm.

## 4 DISCUSSION

In this study, we demonstrated that vorinostat is one of the novel therapeutic agents for choriocarcinoma based on a drug screening strategy. Choriocarcinoma is a rare tumor, and clinical trials are difficult to conduct. Therefore, as a clinically approved antitumor agent, vorinostat has a major advantage over other HDAC inhibitors.^12^ Vorinostat‐induced cell death and decreased the expression of *GPX4*, and *NRF2*, suggesting that ferroptosis was one of the molecular mechanisms underlying the antitumor effects of the drug.

Vorinostat, a potent inhibitor of HDACs class I and II, was the first agent approved by the FDA for the treatment of cutaneous T‐cell lymphoma.^13^ HDACs play important roles in regulating gene expression and modulating various cellular processes. The mechanism of cancer promotion by HDAC involves transcriptional silencing of tumor suppressors through nucleosome deacetylation‐containing tumor suppressor genes.^14^ HDAC inhibitors induce cell cycle arrest and apoptosis in cancer cells. HDAC inhibitors upregulate CDKN1A (p21), a potent cell cycle inhibitor, as well as activate p53 acetylation.^12^, ^15^, ^16^ Moreover, HDAC inhibitors stimulate the transcription of proapoptotic genes, such as BAX, BAK, and APAF1, and inhibit angiogenesis.^17^, ^18^ Thus, several studies have shown that vorinostat exhibits an antitumor effect on lung cancer, prostate cancer, and melanoma.^19^, ^20^, ^21^, ^22^ Moreover, according to subsequent clinical trials, vorinostat demonstrated a high proportion of patients with stable disease, although it failed to exhibit a significant effect.^23^

Ferroptosis is an iron‐dependent form of regulated cell death induced by the accumulation of lipid peroxidation.^24^, ^25^, ^26^ Ferroptosis has been reported to be involved in cancer development in a variety of cancers.^27^ Moreover, ferroptosis was induced in trophoblastic cells in patients with preeclampsia.^28^ Clinically, choriocarcinoma exhibits intratumoral hemorrhage, which suggests the iron‐abundant cancer microenvironment. However, there have been no reports on ferroptosis in choriocarcinoma. *GPX4* and *NRF2* are critical regulators of ferroptosis.^24^, ^29^, ^30^, ^31^ GPX4 utilizes reduced glutathione to convert lipid hydroperoxides to lipid alcohols, resulting in the inhibition of ferroptosis. Therefore, the loss or pharmacological inhibition of GPX4 leads to ferroptosis induction.^30^, ^31^ *NRF2* also has various functions, including glutathione, NADPH, and iron regulation.^32^, ^33^, ^34^ *NRF2* also indirectly regulates lipids, and the amount of NRF2 contributes to ferroptosis susceptibility.^35^ As a result, the activation of NRF2 leads to cancer cell resistance to ferroptosis.^36^, ^37^ Furthermore, recent reports showed that *NRF2* knockdown leads to lower proliferation rates in vitro and in vivo in xenograft experiments of various carcinomas.^38^, ^39^, ^40^ Emerging evidence suggests that ferroptosis is involved in tumorigenesis and chemotherapeutic drug resistance.^27^, ^41^

We demonstrated that an HDAC inhibitor induces ferroptosis in choriocarcinoma cells. This finding is consistent with that of previous reports. Zhang T, et al. demonstrated that vorinostat can promote ferroptosis by inhibiting xCT expression in *EGFR*‐activating mutant lung cancer cells.^42^ xCT is a light chain subunit of the glutamate‐cystine antiporter system, Xc(−), which consists of two subunits, the SLC7A11 light chain subunit and SLC3A2 heavy chain subunit.^43^, ^44^ *SLC7A11* is overexpressed in several cancer types and promotes cystine uptake and glutathione biosynthesis, which resulted in protection from oxidative stress and ferroptosis.^45^, ^46^, ^47^, ^48^ Vorinostat inhibits xCT resulting in the accumulation of oxidative stress and causing ferroptosis in cells.^42^ Our study showed that vorinostat reduced the expression of *SLC3A2*, but not *SLC7A11*. 

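After vorinostat treatment, *SLC3A2*, which encodes the heavy chain of the cystine/glutamate antiporter, was lower in JAR and higher in JEG-3. In JAR it fell from 233 ± 88.3 to 119 ± 19.9 CPM (SD, n = 3), a log2 fold change of -0.97 (standard error 0.25, adjusted p = 0.030), and in JEG-3 it rose from 346 ± 25.2 to 491 ± 20.3 CPM, one of 0.50 (standard error 0.077, adjusted p = 0.0012). The lines differed by 1.49 (JEG-3 minus JAR, standard error 0.29, adjusted p = 0.0034 from edgeR's interaction test). *SLC7A11*, which encodes the transporting light chain, was at 8.10 ± 5.68 CPM with DMSO and 2.82 ± 1.05 with vorinostat in JAR (-1.52, adjusted p = 0.075, 95% confidence interval -2.76 to -0.28). In JEG-3 it was at 7.14 ± 4.37 and 5.11 ± 0.980 CPM (-0.47, adjusted p = 0.38, 95% confidence interval -1.42 to 0.48). Neither change of *SLC7A11* passed the test, and with DESeq2 SLC7A11 in JAR did (log2 fold change -1.55, adjusted p = 0.035). The most abundant transcript of *SLC3A2*, ENST00000338663, went from 43.5% to 24.5% of the gene's count in JAR (-1.80, adjusted p = 0.084) and from 46.8% to 28.8% in JEG-3 (-0.14, adjusted p = 0.36). In JEG-3, where *SLC3A2* rose as a sum, ENST00000377890 (1.23, adjusted p = 0.0029), ENST00000377891 (1.36, adjusted p = 0.0040) and ENST00000538084 (1.55, adjusted p = 0.0041) were higher. Of 17 transcripts tested there, 5 were higher and 1 was lower at an adjusted p under 0.05, ENST00000536981 (-0.88, adjusted p = 0.047). For ENST00000536981 of SLC3A2 in JEG-3, it was 0.11, 0.14 and 0.13 without JEG-3 DMSO replicates 1, 2 and 3 and 0.084 and 0.094 without JEG-3 vorinostat replicates 2 and 3, 0.087 with no filter on low counts and 0.051 with a mean count of at least 10. For SLC3A2 in JAR, the adjusted p was 0.054 without DMSO replicate 3 and 0.093 and 0.11 without vorinostat replicates 1 and 3, and the log2 fold change was -0.65 without DMSO replicate 2. For SLC3A2 in JEG-3, the adjusted p was 0.061 in a fit of all 12 libraries. The log2 fold change of SLC7A11 in JAR was -1.90 without DMSO replicate 1 (adjusted p = 0.034) and -0.84 without DMSO replicate 2 (adjusted p = 0.21), and that of SLC7A11 in JEG-3 was 0.10 without DMSO replicate 1.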

SLC3A2 functions primarily as a chaperone protein and is important for regulating the SLC7A11 transportation to the plasma membrane.^49^ Hence, the loss of SLC3A2 results in a significant reduction in the levels of SLC7A11 protein.^50^ In choriocarcinoma, vorinostat causes a decrease in the level of SLC7A11 protein through a reduction in the expression of SLC3A2, which may lead to deregulated xCT function. As a result, the expression of *GPX4*, a downstream of xCT, was also reduced by vorinostat, which supports this hypothesis.

Our study had several limitations. First, when vorinostat causes cell death in choriocarcinoma cells, it is unclear whether the mechanism is only related to ferroptosis. Wang et al. suggested that the HDAC inhibitor, quisinostat, significantly induced tongue squamous cell carcinoma cell apoptosis and ferroptosis.^51^ In our study, we observed an increase in TUNEL‐positive cells in tumors of mice treated with vorinostat, which may suggest that vorinostat induces both ferroptosis and apoptosis in choriocarcinoma. Moreover, HDAC inhibitors can regulate various gene expressions depending on the cell types. Therefore, the mechanisms of vorinostat will be a subject of further exploration. Secondly, the efficacy of vorinostat by oral administration was not determined in the animal experiments, although vorinostat is clinically an oral drug. However, the safety of vorinostat is clinically assured by the FDA for advanced primary cutaneous T‐cell lymphoma; thus, oral animal experiments are not necessarily required.

In conclusion, our results highlight vorinostat showed a remarkable anticancer effect by regulating the expression of ferroptosis‐related genes. In the future, we will consider conducting a clinical trial of vorinostat in patients with choriocarcinoma.

## AUTHOR CONTRIBUTIONS

Eri Watanabe: conceptualization, data curation, formal analysis, investigation, and writing—original draft. Akira Yokoi: funding acquisition, project administration, supervision, and writing—review and editing. Kosuke Yoshida: data curation, formal analysis, visualization, and writing—review and editing. Mai Sugiyama: investigation. Masami Kitagawa: investigation. Kimihiro Nishino: resources. Eiko Yamamoto: conceptualization and resources. Kaoru Niimi: conceptualization, project administration, resources, and writing—review and editing. Yusuke Yamamoto: resources, Software, visualization. Hiroaki Kajiyama: resources, supervision, and writing—review and editing.

## FUNDING INFORMATION

This study was supported by the following funding: Japan Society for the Promotion of Science Grant‐in‐Aid for Scientific Research: Grant Number 20K22806 and 21H03075; the Fusion Oriented Research for disruptive Science and Technology (FOREST) from the Japan Science and Technology Agency (JST); Practical Research for Innovative Cancer Control, grant number 20ck0106630h0001 from the Japan Agency for Medical Research and Development (AMED); Princess Takamatsu Cancer Research Fund; Aichi Cancer Research Foundation; The Mochida Memorial Foundation for Medical and Pharmaceutical Research.

## CONFLICT OF INTEREST

The authors have no conflict of interest.

## Supporting information

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

## Data Availability

The data generated in this study are publicly available in Gene Expression Omnibus (GEO) at GSE192446.

## References

[1] Lurain JR . Gestational trophoblastic disease I: epidemiology, pathology, clinical presentation and diagnosis of gestational trophoblastic disease, and management of hydatidiform mole. Am J Obstet Gynecol. 2010;203(6):531‐539.2072806910.1016/j.ajog.2010.06.073

[2] Berkowitz RS , Goldstein DP . Clinical practice. Molar pregnancy. N Engl J Med. 2009;360(16):1639‐1645.1936966910.1056/NEJMcp0900696

[3] Robbins SL , Kumar V , Cotran RS . Robbins and Cotran Pathologic Basis of Disease. Saunders/Elsevier; 2010.

[4] Seckl MJ , Sebire NJ , Berkowitz RS . Gestational trophoblastic disease. Lancet. 2010;376(9742):717‐729.2067358310.1016/S0140-6736(10)60280-2

[5] Ngan HY , Kohorn EI , Cole LA , et al. Trophoblastic disease. Int J Gynaecol Obstet. 2012;119(suppl 2):S130‐S136.2299950410.1016/S0020-7292(12)60026-5

[6] Powles T , Savage PM , Stebbing J , et al. A comparison of patients with relapsed and chemo‐refractory gestational trophoblastic neoplasia. Br J Cancer. 2007;96(5):732‐737.1729939410.1038/sj.bjc.6603608PMC2360082

[7] Sato S , Yamamoto E , Niimi K , et al. The efficacy and toxicity of 4‐day chemotherapy with methotrexate, etoposide and actinomycin D in patients with choriocarcinoma and high‐risk gestational trophoblastic neoplasia. Int J Clin Oncol. 2020;25(1):203‐209.3152017510.1007/s10147-019-01540-9

[8] Zhang J , Yang PL , Gray NS . Targeting cancer with small molecule kinase inhibitors. Nat Rev Cancer. 2009;9(1):28‐39.1910451410.1038/nrc2559PMC12406740

[9] Moffat JG , Vincent F , Lee JA , Eder J , Prunotto M . Opportunities and challenges in phenotypic drug discovery: an industry perspective. Nat Rev Drug Discov. 2017;16(8):531‐543.2868576210.1038/nrd.2017.111

[10] Swinney DC . Phenotypic vs. target‐based drug discovery for first‐in‐class medicines. Clin Pharmacol Ther. 2013;93(4):299‐301.2351178410.1038/clpt.2012.236

[11] Jones LH , Bunnage ME . Applications of chemogenomic library screening in drug discovery. Nat Rev Drug Discov. 2017;16(4):285‐296.2810490510.1038/nrd.2016.244

[12] Takai N , Ueda T , Nishida M , Nasu K , Narahara H . Histone deacetylase inhibitors induce growth inhibition, cell cycle arrest and apoptosis in human choriocarcinoma cells. Int J Mol Med. 2008;21(1):109‐115.18097623

[13] Kavanaugh SM , White LA , Kolesar JM . Vorinostat: a novel therapy for the treatment of cutaneous T‐cell lymphoma. Am J Health Syst Pharm. 2010;67(10):793‐797.2047910010.2146/ajhp090247

[14] Pasini A , Marchetti C , Sissi C , et al. Novel polyamine‐naphthalene diimide conjugates targeting histone deacetylases and DNA for cancer phenotype reprogramming. ACS Med Chem Lett. 2017;8(12):1218‐1223.2925973710.1021/acsmedchemlett.7b00289PMC5733267

[15] Uehara N , Yoshizawa K , Tsubura A . Vorinostat enhances protein stability of p27 and p21 through negative regulation of Skp2 and Cks1 in human breast cancer cells. Oncol Rep. 2012;28(1):105‐110.2248473210.3892/or.2012.1758

[16] Kawamata N , Chen J , Koeffler HP . Suberoylanilide hydroxamic acid (SAHA; vorinostat) suppresses translation of cyclin D1 in mantle cell lymphoma cells. Blood. 2007;110(7):2667‐2673.1760676510.1182/blood-2005-11-026344PMC1988938

[17] Marchion D , Münster P . Development of histone deacetylase inhibitors for cancer treatment. Expert Rev Anticancer Ther. 2007;7(4):583‐598.1742817710.1586/14737140.7.4.583

[18] Qian DZ , Wang X , Kachhap SK , et al. The histone deacetylase inhibitor NVP‐LAQ824 inhibits angiogenesis and has a greater antitumor effect in combination with the vascular endothelial growth factor receptor tyrosine kinase inhibitor PTK787/ZK222584. Cancer Res. 2004;64(18):6626‐6634.1537497710.1158/0008-5472.CAN-04-0540

[19] Kumagai T , Wakimoto N , Yin D , et al. Histone deacetylase inhibitor, suberoylanilide hydroxamic acid (Vorinostat, SAHA) profoundly inhibits the growth of human pancreatic cancer cells. Int J Cancer. 2007;121(3):656‐665.1741777110.1002/ijc.22558

[20] Butler LM , Agus DB , Scher HI , et al. Suberoylanilide hydroxamic acid, an inhibitor of histone deacetylase, suppresses the growth of prostate cancer cells in vitro and in vivo. Cancer Res. 2000;60(18):5165‐5170.11016644

[21] Nervi C , De Marinis E , Codacci‐Pisanelli G . Epigenetic treatment of solid tumours: a review of clinical trials. Clin Epigenetics. 2015;7:127.2669290910.1186/s13148-015-0157-2PMC4676165

[22] Schneider BJ , Kalemkerian GP , Bradley D , et al. Phase I study of vorinostat (suberoylanilide hydroxamic acid, NSC 701852) in combination with docetaxel in patients with advanced and relapsed solid malignancies. Invest New Drugs. 2012;30(1):249‐257.2068681710.1007/s10637-010-9503-6

[23] Haas NB , Quirt I , Hotte S , et al. Phase II trial of vorinostat in advanced melanoma. Invest New Drugs. 2014;32(3):526‐534.2446426610.1007/s10637-014-0066-9

[24] Stockwell BR , Friedmann Angeli JP , Bayir H , et al. Ferroptosis: a regulated cell death nexus linking metabolism, redox biology, and disease. Cell. 2017;171(2):273‐285.2898556010.1016/j.cell.2017.09.021PMC5685180

[25] Magtanong L , Ko PJ , Dixon SJ . Emerging roles for lipids in non‐apoptotic cell death. Cell Death Differ. 2016;23(7):1099‐1109.2696796810.1038/cdd.2016.25PMC5399169

[26] Dixon SJ , Lemberg KM , Lamprecht MR , et al. Ferroptosis: an iron‐dependent form of nonapoptotic cell death. Cell. 2012;149(5):1060‐1072.2263297010.1016/j.cell.2012.03.042PMC3367386

[27] Toyokuni S , Yanatori I , Kong Y , Zheng H , Motooka Y , Jiang L . Ferroptosis at the crossroads of infection, aging and cancer. Cancer Sci. 2020;111(8):2665‐2671.3243708410.1111/cas.14496PMC7419040

[28] Zhang H , He Y , Wang JX , et al. miR‐30‐5p‐mediated ferroptosis of trophoblasts is implicated in the pathogenesis of preeclampsia. Redox Biol. 2020;29:101402.3192662610.1016/j.redox.2019.101402PMC6928320

[29] Yang WS , Kim KJ , Gaschler MM , Patel M , Shchepinov MS , Stockwell BR . Peroxidation of polyunsaturated fatty acids by lipoxygenases drives ferroptosis. Proc Natl Acad Sci USA. 2016;113(34):E4966‐E4975.2750679310.1073/pnas.1603244113PMC5003261

[30] Yang WS , SriRamaratnam R , Welsch ME , et al. Regulation of ferroptotic cancer cell death by GPX4. Cell. 2014;156(1‐2):317‐331.2443938510.1016/j.cell.2013.12.010PMC4076414

[31] Seibt TM , Proneth B , Conrad M . Role of GPX4 in ferroptosis and its pharmacological implication. Free Radic Biol Med. 2019;133:144‐152.3021970410.1016/j.freeradbiomed.2018.09.014

[32] Lee JM , Calkins MJ , Chan K , Kan YW , Johnson JA . Identification of the NF‐E2‐related factor‐2‐dependent genes conferring protection against oxidative stress in primary cortical astrocytes using oligonucleotide microarray analysis. J Biol Chem. 2003;278(14):12029‐12038.1255653210.1074/jbc.M211558200

[33] Kerins MJ , Ooi A . The roles of NRF2 in modulating cellular iron homeostasis. Antioxid Redox Signal. 2018;29(17):1756‐1773.2879378710.1089/ars.2017.7176PMC6208163

[34] Wu KC , Cui JY , Klaassen CD . Beneficial role of Nrf2 in regulating NADPH generation and consumption. Toxicol Sci. 2011;123(2):590‐600.2177572710.1093/toxsci/kfr183PMC3179677

[35] Lee C . Collaborative power of Nrf2 and PPARγ activators against metabolic and drug‐induced oxidative injury. Oxid Med Cell Longev. 2017;2017:1378175.2892890210.1155/2017/1378175PMC5591982

[36] Sun X , Ou Z , Chen R , et al. Activation of the p62‐Keap1‐NRF2 pathway protects against ferroptosis in hepatocellular carcinoma cells. Hepatology. 2016;63(1):173‐184.2640364510.1002/hep.28251PMC4688087

[37] Roh JL , Kim EH , Jang H , Shin D . Nrf2 inhibition reverses the resistance of cisplatin‐resistant head and neck cancer cells to artesunate‐induced ferroptosis. Redox Biol. 2017;11:254‐262.2801244010.1016/j.redox.2016.12.010PMC5198738

[38] Ma X , Zhang J , Liu S , Huang Y , Chen B , Wang D . Nrf2 knockdown by shRNA inhibits tumor growth and increases efficacy of chemotherapy in cervical cancer. Cancer Chemother Pharmacol. 2012;69(2):485‐494.2184220410.1007/s00280-011-1722-9

[39] Homma S , Ishii Y , Morishima Y , et al. Nrf2 enhances cell proliferation and resistance to anticancer drugs in human lung cancer. Clin Cancer Res. 2009;15(10):3423‐3432.1941702010.1158/1078-0432.CCR-08-2822

[40] Lister A , Nedjadi T , Kitteringham NR , et al. Nrf2 is overexpressed in pancreatic cancer: implications for cell proliferation and therapy. Mol Cancer. 2011;10:37.2148925710.1186/1476-4598-10-37PMC3098205

[41] Wu Y , Zhang S , Gong X , et al. The epigenetic regulators and metabolic changes in ferroptosis‐associated cancer progression. Mol Cancer. 2020;19(1):39.3210375410.1186/s12943-020-01157-xPMC7045519

[42] Zhang T , Sun B , Zhong C , et al. Targeting histone deacetylase enhances the therapeutic effect of Erastin‐induced ferroptosis in EGFR‐activating mutant lung adenocarcinoma. Transl Lung Cancer Res. 2021;10(4):1857‐1872.3401279810.21037/tlcr-21-303PMC8107764

[43] Sato H , Tamba M , Ishii T , Bannai S . Cloning and expression of a plasma membrane cystine/glutamate exchange transporter composed of two distinct proteins. J Biol Chem. 1999;274(17):11455‐11458.1020694710.1074/jbc.274.17.11455

[44] Sato H , Tamba M , Kuriyama‐Matsumura K , Okuno S , Bannai S . Molecular cloning and expression of human xCT, the light chain of amino acid transport system x_c_ . Antioxid Redox Signal. 2000;2(4):665‐671.1121347110.1089/ars.2000.2.4-665

[45] Zhang L , Huang Y , Ling J , et al. Overexpression of SLC7A11: a novel oncogene and an indicator of unfavorable prognosis for liver carcinoma. Future Oncol. 2018;14(10):927‐936.2952825010.2217/fon-2017-0540

[46] Timmerman LA , Holton T , Yuneva M , et al. Glutamine sensitivity analysis identifies the xCT antiporter as a common triple‐negative breast tumor therapeutic target. Cancer Cell 2013, 24(4):450–465.2409481210.1016/j.ccr.2013.08.020PMC3931310

[47] Ji X , Qian J , Rahman SMJ , et al. xCT (SLC7A11)‐mediated metabolic reprogramming promotes non‐small cell lung cancer progression. Oncogene. 2018;37(36):5007‐5019.2978971610.1038/s41388-018-0307-zPMC6127081

[48] Koppula P , Zhang Y , Zhuang L , Gan B . Amino acid transporter SLC7A11/xCT at the crossroads of regulating redox homeostasis and nutrient dependency of cancer. Cancer Commun (Lond). 2018;38(1):12.2976452110.1186/s40880-018-0288-xPMC5993148

[49] Nakamura E , Sato M , Yang H , et al. 4F2 (CD98) heavy chain is associated covalently with an amino acid transporter and controls intracellular trafficking and membrane topology of 4F2 heterodimer. J Biol Chem. 1999;274(5):3009‐3016.991583910.1074/jbc.274.5.3009

[50] Shin CS , Mishra P , Watrous JD , et al. The glutamate/cystine xCT antiporter antagonizes glutamine metabolism and reduces nutrient flexibility. Nat Commun. 2017;8:15074.2842973710.1038/ncomms15074PMC5413954

[51] Wang X , Liu K , Gong H , et al. Death by histone deacetylase inhibitor quisinostat in tongue squamous cell carcinoma via apoptosis, pyroptosis, and ferroptosis. Toxicol Appl Pharmacol. 2021;410:115363.3329078010.1016/j.taap.2020.115363

How the deposited data were processed for this re-analysis (not part of the article)

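RNA-seq was analysed for the 12 libraries of JAR and JEG-3 cells treated for 24 h with 1 μM vorinostat or DMSO, 3 per line and agent. The authors checked reads with FastQC and quantified them per transcript with kallisto, and they made the deposited values with tximport 1.18.0 (scaledTPM) in R 4.0.3. The deposited values are estimated counts per transcript, not normalized between libraries, which the authors then tested with DESeq2 1.30.0. Of 193845 listed entries, 1689 transcripts were repeated, all with equal values in every copy, and 1 copy was kept of each of 191887 transcripts. Transcripts were assigned to genes by the symbol in the file (98.66% to 98.80% of a library's counts) or, where it gave none, by the GENCODE v29 name of the transcript (0.816% to 1.06%), in a few cases by its GENCODE gene or the file's Entrez ID, and 0.181% to 0.402% had no gene. GENCODE v29 holds 87.96% of the transcripts, and the assignment gave 35495 genes. The processing notes name the build hg19, while the transcript identifiers belong to a later Ensembl release, so no coordinates are given.

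Estimated counts, or their sums per gene, were rounded and tested per line in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr with a minimum count of 10 and a minimum total of 15, quasi-likelihood F test, Benjamini-Hochberg adjustment). Transcripts were called at the paper's thresholds, an adjusted p under 0.05 and an absolute log2 fold change over 1, and genes at an adjusted p under 0.05. The overlap of the lines was set against the number that independent lists would share, per direction. The interaction of line and agent and the effect of vorinostat over both lines were tested in 1 fit of 12 libraries. Gene lists were tested with camera from limma 3.58.1 with the preset correlation of 0.01, and again with an estimated correlation, and with fry, and their members were counted with adjustment over all genes and over the list alone. The share of variance was computed on log2 CPM with a prior count of 2 and tested by an exact permutation of the agent within each line. Standard errors are the log2 fold change divided by the square root of F, and intervals are at 95% and not adjusted for the number of genes. Where all libraries of a group are at 0, the fold is a lower bound against 3 counts over the group. The totals per library, given beside the first sentence on the sequencing, set a precision that covers counting only.

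Genes to be named were chosen by a rule set in advance. A gene that the rule chose is not reported here. It took, per line, the 10 highest and 10 lowest log2 fold changes among genes with an adjusted p under 0.05, at least 5 CPM in a group and no overlap between the groups (which chance gives for 10% of genes). It also took the genes the paper names, transcripts of *GPX4*, *NFE2L2* and *SLC3A2*, the Table S2 transcripts of genes in Fig. 5A, up to 4 members with the smallest p per list, 5 genes per side of the interaction and 3 transcripts per side in each line. The paper's tables had been read by then, so the values in them were known, and members named because 5 or fewer of a list moved one way were chosen after their values were seen. Each test was checked on simulated data with 200 changed features, drawn with the measured means, library sizes and dispersions. At true folds of 1.5 and 4, edgeR recovered 38% and 83% of changed genes in JAR (16 of 137 calls false), 42% and 88% in JEG-3 (11 of 141), 13% and 73% for the interaction (2 of 88) and 64% and 91% over both lines (7 of 162). At a fold of 4 it recovered 22% of changed transcripts in JAR (1 of 23 calls false) and 13% in JEG-3 (1 of 14), and DESeq2 1.42.0 47% and 43%, with 194 of 243 and 179 of 224 calls false. The simulation changed 200 of 51759 transcripts in JAR and 200 of 52917 in JEG-3 and used edgeR's own dispersions. Its shares of false calls are therefore not estimates for the calls in the measured data or in the paper. The alternatives were DESeq2, relative log expression or total counts in place of TMM, no low-count filter or a mean count of at least 10, values not rounded, the replicate number as a block, each library left out, 1 fit of all libraries, other fold thresholds, transcripts with at least 1 count in each library, the most abundant transcript in place of the gene sum, and, for the variance, other features, scaling and a prior count of 0.5. Mitochondrial genes left out, protein-coding transcripts only, sums over transcripts with both PCR primer sites and, for *SLC3A2*, a sum of transcripts weighted by their annotated length were chosen after the data had been seen. Left out were IPA, PCR, western blots, viability and animal experiments, which have no file here, a test against Table S3, of which the copy used here holds the first 1998 of 3851 rows, and the JEG-3 EIF2 list of Table S5, which breaks off.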

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

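The tests of read assignment within *SLC3A2* and *GPX4* and the tests of gene lists between the lines were chosen after the result was seen. The sum over *SLC3A2* transcripts with both PCR primer sites was chosen after the data had been seen, and the other tests in this part were set in advance. The effect of vorinostat differed between the lines for 4013 of 15173 genes (edgeR's interaction test over 12 libraries, adjusted p under 0.05), with the change more positive in JEG-3 for 2015 and in JAR for 1998 (1820 and 2295 with total counts). Among genes the paper names, with values as JEG-3 minus JAR on the log2 scale, these were *DPP4* (-2.44, adjusted p = 0.0025), *TP53* (-1.06, 0.012), *SAT1* (-0.98, 0.026), *BECN1* (-0.64, 0.0089) and *RAP1B* (-0.42, 0.017). The change was more positive in JEG-3 for *STEAP3* (1.27, adjusted p = 0.0013), *SLC11A2* (0.82, 2.9e-04), *H2BC12* (0.70, 0.012), *RAP1A* (0.43, 0.027) and *VDAC2* (0.37, 0.025). The adjusted p was 0.068 without JAR DMSO replicate 1, 0.068 and 0.061 without JAR vorinostat replicates 2 and 3, 0.055 without JEG-3 DMSO replicate 3 and 0.063 and 0.074 without JEG-3 vorinostat replicates 1 and 2 for the RAP1A interaction, 0.055 without JAR DMSO replicate 3, 0.059 and 0.056 without JAR vorinostat replicates 2 and 3, 0.066 without JEG-3 DMSO replicate 3 and 0.058 and 0.061 without JEG-3 vorinostat replicates 1 and 2 for the SAT1 interaction and 0.062 without JAR DMSO replicate 1, 0.062 without JAR vorinostat replicate 3, 0.051 without JEG-3 DMSO replicate 3 and 0.071 without JEG-3 vorinostat replicate 2 for the VDAC2 interaction.

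The change of *SLC3A2* was more positive in JEG-3 than in JAR, by 1.49 (standard error 0.29, adjusted p = 0.0034). The tables argue against read assignment between its transcripts, since with each transcript weighted by its annotated length, a sum that reads moved between them would leave nearly unchanged, the lines differed by 1.56 (standard error 0.29, adjusted p = 0.0029). They argue against 1 library deciding this difference, since the highest adjusted p of the gene sum over the 12 fits without 1 library was 0.012. The difference ran from 1.15 to 1.68 in these fits. This does not cover the decrease in JAR taken alone, which was -0.65 without JAR DMSO replicate 2. The adjusted p of that decrease reached 0.11 in fits without 1 library. They also argue against a PCR product that covers only some transcripts, since the 12 of 23 transcripts that hold both primer sites of Table S1, with 94.0% of the gene's count, rose in JEG-3 as a sum by 0.47 (standard error 0.082, adjusted p = 0.0022). The PCR reference *GAPDH* was lower in JEG-3 by sequencing (-0.22, adjusted p = 0.023 from edgeR), a call lost in some fits without 1 library. By itself this would make *SLC3A2* relative to *GAPDH* higher there, not lower. Reads shared with other genes and a difference between the cultures used for sequencing and for PCR were not tested and stay open. A difference between the lines in the response to vorinostat is a candidate explanation that was found and tested on the same data.

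The lower median of ATF4 and unfolded protein response genes in JAR rested largely on 1 library. Their mean log2 CPM was 6.86 in JAR DMSO replicate 2, 5.95 and 6.13 in DMSO replicates 1 and 3, and 5.75, 6.02 and 5.82 in the vorinostat libraries. Without that library the median log2 fold change was -0.13 in place of -0.42, as high levels in 1 DMSO library would give. With total counts only it was -0.37, which argues against the scaling as the source. Why that library differed is open, and a smaller decrease with vorinostat in the other libraries, which may be real, was not past the test (adjusted p = 0.15).

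Transcripts of *GPX4* moved apart in JEG-3, where 1 of 10 tested was higher and 3 were lower at an adjusted p under 0.05. In JAR 1 was higher and 0 were lower. ENST00000354171 rose from 7.60% to 15.1% of the gene's count in JAR and from 6.64% to 14.9% in JEG-3, at log2 fold changes of 0.86 (adjusted p = 0.040) and 0.99 (adjusted p = 0.0094). The most abundant, ENST00000611653, went from 84.3% to 77.4% in JAR (-0.25, adjusted p = 0.21) and from 86.4% to 79.5% in JEG-3 (-0.31, adjusted p = 0.033). Its adjusted p in JEG-3 was 0.058 to 0.15 in the fits without 1 library. The adjusted p of ENST00000354171 of GPX4 in JAR was 0.15, 0.077 and 0.13 without JAR DMSO replicates 1, 2 and 3 and 0.13, 0.12 and 0.12 without JAR vorinostat replicates 1, 2 and 3 and 0.077 with no filter on low counts. The gene sum moved by -0.14 in JAR and -0.24 in JEG-3, against a spread between libraries (SD) of 0.101 and 0.066, and the higher of its adjusted p values was 0.202. Reads moved between transcripts by the estimate and a change in transcript use cannot be told apart, because the file holds no reads. No biological explanation was tested.

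The genes with the most positive and most negative differences between the lines, from the fit of 12 libraries, start from low levels in at least 1 line. *RCN3* rose from 14.3 to 35.9 CPM in JAR and from 0.154 to 17.7 in JEG-3 (difference 5.44, adjusted p = 5.4e-07). *HPR* rose from 0.433 to 32.4 CPM in JEG-3, while in JAR it was at 1.86 and 2.81 CPM and did not pass the test (adjusted p = 0.42), a difference of 5.60 (adjusted p = 1.1e-04). *GABBR2* went from 18.9 to 9.45 CPM in JAR and from 0.587 to 9.74 in JEG-3 (5.08, 0.033), with an adjusted p for the GABBR2 interaction of 0.081 and 0.055 without JAR DMSO replicates 2 and 3, 0.055 and 0.054 without JAR vorinostat replicates 2 and 3, 0.066, 0.081 and 0.081 without JEG-3 DMSO replicates 1, 2 and 3 and 0.088 and 0.065 without JEG-3 vorinostat replicates 1 and 2. Another 6 were listed at 0 in all libraries of a group, so their adjusted p stands with the summed counts of DMSO and vorinostat libraries and no fold. These counts were 349 and 188 in JAR and 0 and 288 in JEG-3 (0.018) for AP003716.2, 2430 and 793 in JAR and 0 and 80 in JEG-3 (0.0081) for *IGKJ1*, a short segment of the kappa light chain locus, 0 and 65 in JAR and 125 and 335 in JEG-3 (0.021) for *SAMD5*, 0 and 33 in JAR and 1233 and 1605 in JEG-3 (0.0072) for *ARMCX3*, 298 and 169 in JAR and 162 and 0 in JEG-3 (0.0043) for the pseudogene *VN1R84P* and 487 and 461 in JAR and 245 and 0 in JEG-3 (0.028) for AC116337.2. The adjusted p was 0.050 without JAR DMSO replicate 3 for the SAMD5 interaction and 0.057 and 0.058 without JAR DMSO replicates 1 and 3, 0.054 and 0.058 without JAR vorinostat replicates 1 and 3, 0.063 and 0.052 without JEG-3 DMSO replicates 2 and 3 and 0.064, 0.060 and 0.054 without JEG-3 vorinostat replicates 1, 2 and 3 for the AC116337.2 interaction. The assignment of reads to these pseudogenes, segments and clone-named genes is uncertain.

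Of 31 gene lists, 6 moved differently in the lines with camera's preset correlation (the values are medians, JEG-3 minus JAR). Extravillous trophoblast genes were at -0.89 (camera adjusted p = 4.3e-08, and adjusted p = 0.15 with an estimated correlation), antigen presentation genes at -0.40 (camera adjusted p = 0.044, and adjusted p = 0.62 with an estimated correlation), and cholesterol synthesis genes at 0.56 (camera adjusted p = 9.9e-07, and adjusted p = 0.62 with an estimated correlation). Genes of G1/S and DNA replication were at -0.35 (camera adjusted p = 3.5e-04, and adjusted p = 0.70 with an estimated correlation), those of G2/M and mitosis at -0.26 (camera adjusted p = 0.0077, and adjusted p = 0.91 with an estimated correlation), and ribosomal protein genes at 0.31 (camera adjusted p = 4.0e-07, and adjusted p = 0.70 with an estimated correlation). The antigen presentation median is over 23 genes, while the medians within the lines, over 16 genes in JAR and 21 in JEG-3, were 0.25 and 0.59 and differ the other way, so no direction is read from it. The adjusted p was 0.054 without JAR DMSO replicate 2, 0.054 and 0.051 without JAR vorinostat replicates 1 and 2 and 0.081 without JEG-3 vorinostat replicate 3 and 0.057 with total counts for the antigen presentation list interaction, and 0.054 without JAR DMSO replicate 2 for the G2/M and mitosis list interaction.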

How the results depend on the processing

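The settings with mitochondrial genes left out, with protein-coding transcripts only, with primer-site sums and with transcripts weighted by length, and those of the lists between the lines, were chosen after the data had been seen, and the others were set in advance. Of 290 named gene results, 290 kept their direction and side of the threshold with relative log expression scaling, 289 with total counts, 284 with DESeq2, 281 with no filter and 283 in 1 fit of all libraries, as did 264 of 279 with protein-coding transcripts only. Many of these genes were named for a large change or a small p, so such shares do not carry over to genes in general. In every fit without 1 library, 111 of 137 named gene calls held in JAR and 134 of 137 in JEG-3. For named transcript calls it was 0 of 12 in JAR and 10 of 18 in JEG-3. Of 15 list calls, 14 held with total counts and 86 of 90 without 1 library. In JAR 1765 and 1719 genes rose and fell with edgeR, 2068 and 1377 with total counts, 1732 and 1770 with relative log expression scaling, 1398 and 1622 with DESeq2, 1082 and 1645 with no filter, 1545 and 1848 with a mean count of at least 10, 1649 and 1906 not rounded, 1722 and 1906 in 1 fit of all libraries, 1889 and 1913 with protein-coding transcripts only and 543 and 256 at an absolute log2 fold change over 1. Which direction held more JAR genes thus rested on the setting, and relative log expression scaling, total counts and DESeq2 moved the median of all genes by less than 0.1 (log2). The files hold no reads, so neither the quantification nor its uncertainty could be varied, and 3 libraries per group limit which single transcripts can pass. Except where a stricter or wider definition explains it, the cause of a change was not tested.

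With DESeq2, 1285 JAR transcripts passed, and *SLC7A11* in JAR passed at -1.55. With no low-count filter, 218 JAR and 2630 JEG-3 transcripts passed. At any fold, 1083 and 7254 did. At an absolute log2 fold change over 1, the counts of genes were 799 in JAR, 2212 in JEG-3, 352 in the same direction in both lines, 1359 that differ between the lines and 1393 over both lines. The most abundant transcript of *SLC3A2* was at -1.80 in JAR and -0.14 in JEG-3, neither past the test, and *SLC3A2* in JEG-3 was at 0.50 in 1 fit of all libraries, not past it. With transcripts weighted by length, it was at -0.99 in JAR (adjusted p = 0.029) and 0.55 in JEG-3 (adjusted p = 8.3e-04). With an estimated correlation, camera called 0 lists in place of 15, where 2 lists had an unadjusted p under 0.05, and fry, which does not compare a list with other genes, called 38 of 62. BECN1 in JAR, near 0, was negative with DESeq2 (-0.0011), with no filter (-0.033), with a mean count of at least 10 (-0.00011) and not rounded (-0.0015), and HMBS in JAR was at -0.29 with protein-coding transcripts only.

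Without 1 library at a time, transcripts past the thresholds numbered 2 to 36 in JAR and 1692 to 3162 in JEG-3, and genes 1982 to 2689 and 5714 to 6697, 1144 to 1841 in the same direction, 3246 to 3763 that differ between the lines and 4720 to 5558 over both. Gene lists past the test numbered 14 to 17. The log2 fold changes ran from -0.21 to -0.09 for *GPX4*, -0.21 to -0.14 for *NFE2L2*, -1.17 to -0.65 for *SLC3A2* and -1.90 to -0.84 for *SLC7A11* in JAR, and from -0.30 to -0.21, -0.53 to -0.40, 0.44 to 0.54 and -0.81 to 0.10 in JEG-3. Signs changed for *BECN1* in JAR (-0.098 to 0.090), *BAX* in JEG-3 (-0.049 to 0.13), *H2BC15* in JEG-3 (-0.32 to 0.13), *SAT1* in JEG-3 (-0.055 to 0.19), *VDAC2* in JEG-3 (-0.018 to 0.093) and ENST00000536981 of *SLC3A2* in JAR (-0.30 to 0.038).

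The labels give the groups the same replicate numbers, but nothing states that a number marks a shared culture or day, and deviations of same-numbered libraries from their group means correlated at r = 0.17, 0.075 and 0.0082 in JAR and 0.064, 0.083 and 0.14 in JEG-3. In JEG-3 every library correlated best with its own number, a hint from the data, and in JAR neither DMSO replicate 3 nor vorinostat replicate 3 did. With the replicate number as a block, edgeR called 0 JAR transcripts (8154 at an unadjusted p under 0.05, and DESeq2 without a block 1285) and 1887 JEG-3 transcripts, and *SLC7A11* in JAR passed at -1.39.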

Differences from the paper's values

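All comparisons of counts below were set in advance, and no setting chosen later enters them. The paper reports 1207 differentially expressed genes in JAR (the paper's value), which are the entries of its Table S2 and hold 1198 distinct transcripts, and edgeR called 548 transcripts, each counted once, at the same thresholds. Of the alternatives set before the data were examined, DESeq2 (1285), transcripts with at least 1 count in each library (816) and an adjusted p under 0.05 at any fold (1083) came within 1.5 times the paper's count. Relative log expression (537), total counts (619), no filter (218), a mean count of at least 10 (547), values not rounded (589), 1 fit of all 12 libraries (725), the replicate block and the fits without 1 library (2 to 36) did not. Of the entries of Table S2, 589 are higher and 618 lower, against transcript counts of 285 and 263 from edgeR, 617 and 668 from DESeq2 and 519 and 564 at any fold. With at least 1 count in each library, 413 were higher, within 1.5 times the paper's count, and 403 lower, which is not, and none of the other alternatives came within 1.5 times either count. Of the 1198 transcripts in the paper's Table S2, 1148 were tested with edgeR, all in the paper's direction, and 427 were called, beside 121 that the table does not list, and with DESeq2 752 were called and 533 others. The paper's methods name DESeq2.

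The paper reports, from PCR, that *SLC3A2* was lower in both lines. By sequencing, *SLC3A2* was lower in JAR (-0.97, adjusted p = 0.030) and higher in JEG-3 (0.50, adjusted p = 0.0012), where no setting called it lower and its most abundant transcript was at -0.14, adjusted p = 0.36. The adjusted p of SLC3A2 in JAR was 0.054 without DMSO replicate 3 and 0.093 and 0.11 without vorinostat replicates 1 and 3 and 0.084 for its most abundant transcript, and that of SLC3A2 in JEG-3 was 0.061 in 1 fit of all 12 libraries. The paper reports lower *GPX4* and *NRF2* in both lines by PCR relative to *GAPDH*, and lower protein by western blot. It also reports less of both proteins in JAR tumours of treated mice. RNA counts do not test the protein results. With edgeR, the gene sums were lower in JEG-3 (*GPX4* -0.24, adjusted p = 0.018, and *NFE2L2* -0.47, adjusted p = 0.0032). In JAR they were not past the test under any setting run (*GPX4* -0.14, adjusted p = 0.20, and *NFE2L2* -0.15, adjusted p = 0.15). The adjusted p of GPX4 in JEG-3 was 0.056 without DMSO replicate 2 and 0.068 without vorinostat replicate 1. These sums are scaled by TMM and not by *GAPDH*, so they are not on the scale of the PCR values. *GAPDH* itself was lower in JEG-3 by sequencing (-0.22, adjusted p = 0.023 from edgeR), a call lost in some fits without 1 library, and higher in JAR. *GPX4* in JEG-3 thus fell little more than *GAPDH*, and changes relative to *GAPDH* were not tested. The paper states that vorinostat did not lower *SLC7A11*, and it was at -1.52, adjusted p = 0.075 in JAR and -0.47, adjusted p = 0.38 in JEG-3 with edgeR, and at -1.55, adjusted p = 0.035 with DESeq2 for SLC7A11 in JAR, which also passed without DMSO replicate 1 (adjusted p = 0.034) and with the replicate number as a block (0.014). Without DMSO replicate 2, however, SLC7A11 in JAR was at -0.84 (adjusted p = 0.21 from edgeR). SLC7A11 in JEG-3 changed sign without DMSO replicate 1 (0.10).

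Of the transcripts of Fig. 5A genes that Table S2 calls and edgeR did not, DESeq2 called ENST00000262052 of SLC11A2 in JAR (0.014), ENST00000360534 of DPP4 in JAR (0.0075), ENST00000531439 of YAP1 in JAR (0.036), ENST00000629586 of YAP1 in JAR (0.0010) and ENST00000338663 of SLC3A2 in JAR (6.2e-06), with the adjusted p in parentheses. In 1 fit of all 12 libraries, those of *DPP4*, *YAP1* and *SLC3A2* passed as well, and with at least 1 count in each library ENST00000360534, ENST00000531439 and ENST00000338663 did. No setting called those of *KEAP1*, *RAP1A*, *RAP1B*, *VDAC2*, *H2BC15* or *GPX4*, nor ENST00000474223 and ENST00000489394 of *SAT1* or ENST00000537274 of *YAP1*, though their log2 fold changes had the paper's sign.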

Other observations

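The choice of members named because 5 or fewer of a list moved and that of the setting with protein-coding transcripts only were made after the values were seen, and the other tests in this part were set in advance. Of the genes of apoptosis and growth arrest that the paper names, *CDKN1A*, the inhibitor p21, rose in JAR (0.49, adjusted p = 0.0084) and in JEG-3 (0.35, adjusted p = 0.023), and *APAF1*, of the apoptosome, in JEG-3 (0.73, adjusted p = 0.0063), with 0.52, adjusted p = 0.067 in JAR. *BAK1* was at 0.30, adjusted p = 0.041 in JAR and 0.46, adjusted p = 0.0044 in JEG-3, *BAX* at -0.12, adjusted p = 0.18 and 0.04, adjusted p = 0.76, and *TP53* at -0.85, adjusted p = 0.026 in JAR. The adjusted p of TP53 in JAR was 0.080, 0.075 and 0.051 without DMSO replicates 1, 2 and 3 and 0.076 without vorinostat replicate 2. That of CDKN1A in JEG-3 was 0.067 and 0.093 without DMSO replicates 1 and 2 and 0.051 and 0.081 without vorinostat replicates 1 and 3 and 0.050 with no filter on low counts. That of BAK1 in JAR was 0.083, 0.14 and 0.11 without DMSO replicates 1, 2 and 3 and 0.12, 0.051 and 0.11 without vorinostat replicates 1, 2 and 3, 0.17 with DESeq2 and 0.13 with no filter on low counts, and APAF1 in JAR passed in 1 fit of all 12 libraries (0.048).

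Trophoblast genes went both ways. *PAGE4* rose in JEG-3 (3.92, adjusted p = 3.0e-05), as did *CDH1*, E-cadherin (1.33, adjusted p = 3.9e-05), and *ALPP*, placental alkaline phosphatase, in JAR (2.02, adjusted p = 5.9e-04), close in sequence to *ALPG*. The 25 genes of cytotrophoblast and trophoblast stem cells in JAR had a median log2 fold change of 0.073 (camera adjusted p = 0.095). Of the genes, 7 rose, 2 fell (*EPCAM* and *YAP1*) and 16 did not pass the test (7 higher and 3 lower when adjusted over the list alone). The 26 of these genes in JEG-3 had a median log2 fold change of -0.091 (camera adjusted p = 0.40), with a mean of 0.32 and camera's direction up. Of these, 9 rose, 7 fell and 10 did not pass the test (9 higher and 7 lower when adjusted over the list alone). The 16 extravillous trophoblast genes in JAR had a median log2 fold change of 0.34 (camera adjusted p = 0.015, and adjusted p = 0.58 with an estimated correlation). Among them, 5 rose (*ITGA5*, *MMP9*, *FN1*, *FSTL3* and *SERPINE1*), 1 fell (*MMP2*) and 10 did not pass the test (5 higher and 1 lower when adjusted over the list alone). Its adjusted p was 0.11 without JAR DMSO replicate 3. The 19 extravillous trophoblast genes in JEG-3 had a median log2 fold change of -0.72 (camera adjusted p = 0.0035, and adjusted p = 0.59 with an estimated correlation). Of the genes, 2 rose (*ASCL2* and *TIMP3*), 11 fell and 6 did not pass the test (3 higher and 11 lower when adjusted over the list alone). *HLA-G* fell there (-1.86, adjusted p = 3.1e-05), and *FN1* and *SERPINE1* rose in JAR (1.80 and 2.14, adjusted p = 5.8e-04 and 3.4e-04). The 23 genes of hCG and the syncytiotrophoblast in JAR had a median log2 fold change of 0.12 (camera adjusted p = 0.75), with a mean of -0.022 and camera's direction up. Of these, 5 rose (*CGA*, *GH2*, *ALPP*, *SDC1* and *LGALS16*), 6 fell and 12 did not pass the test (6 higher and 7 lower when adjusted over the list alone). The 24 genes of hCG and the syncytiotrophoblast in JEG-3 had a median log2 fold change of -0.079 (camera adjusted p = 0.87), with a mean of -0.21 and camera's direction up. Among them, 6 rose, 6 fell and 12 did not pass the test (8 higher and 6 lower when adjusted over the list alone). The adjusted p of YAP1 in JAR was 0.085, 0.052 and 0.054 without DMSO replicates 1, 2 and 3 and 0.092 and 0.10 without vorinostat replicates 2 and 3, and that of CGA in JAR 0.068 in 1 fit of all 12 libraries. The hCG beta genes share reads, so their single values are uncertain.

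The 16 antigen presentation genes in JAR had a median log2 fold change of 0.25 (camera adjusted p = 0.31). Of the genes, 5 rose (*HLA-F*, *NLRC5*, *HLA-DMA*, *CD74* and *MICB*), 4 fell (*B2M*, *TAP1*, *TAPBP* and *ERAP1*) and 7 did not pass the test (7 higher and 5 lower when adjusted over the list alone). The 21 antigen presentation genes in JEG-3 had a median log2 fold change of 0.59 (camera adjusted p = 0.21), with a mean of 0.37 and camera's direction down. Of these, 9 rose, 10 fell and 2 did not pass the test (10 higher and 10 lower when adjusted over the list alone). *CD74* rose in JEG-3 from 3.88 to 34.3 CPM (3.13, adjusted p = 3.1e-05) and *PSMB10*, an immunoproteasome subunit, fell from 57.2 to 8.27 CPM (-2.79, adjusted p = 6.6e-06). *IFI6* rose in both lines (1.15, adjusted p = 0.0062 in JAR, and 3.62, adjusted p = 1.2e-05 in JEG-3), while *IFITM1* fell in JAR (-1.86, adjusted p = 0.0042) and *IRF1* in JEG-3 (-1.55, adjusted p = 7.4e-05). The 22 interferon-stimulated genes in JAR had a median log2 fold change of -0.026 (camera adjusted p = 0.14). Among them, 2 rose (*STAT1* and *IFI6*), 5 fell (*IFIT2*, *IFITM1*, *IFITM3*, *EIF2AK2* and *ADAR*) and 15 did not pass the test (2 higher and 5 lower when adjusted over the list alone). The 26 interferon-stimulated genes in JEG-3 had a median log2 fold change of -0.44 (camera adjusted p = 0.15). Of the genes, 3 rose (*ISG20*, *IFI6* and *BST2*), 10 fell and 13 did not pass the test (4 higher and 10 lower when adjusted over the list alone). The adjusted p of MICB in JAR was 1.0 with protein-coding transcripts only, and that of B2M in JEG-3 0.86 with protein-coding transcripts only, a setting chosen after the values were seen.

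Genes of cholesterol synthesis such as *MSMO1* (1.25, adjusted p = 3.1e-04) and *SQLE* (0.96, adjusted p = 4.0e-04) rose in JEG-3, and *INSIG1* (-0.59, adjusted p = 0.0018) and *SREBF2* (-0.60, adjusted p = 0.0016) fell in JAR. The 24 cholesterol synthesis genes in JAR had a median log2 fold change of -0.23 (camera adjusted p = 0.011, and adjusted p = 0.58 with an estimated correlation). Of these, 5 fell (*LSS*, *TM7SF2*, *NSDHL*, *INSIG1* and *SREBF2*) and the other 19 did not pass the test (4 lower when adjusted over the list alone). The 25 cholesterol synthesis genes in JEG-3 had a median log2 fold change of 0.34 (camera adjusted p = 0.0035, and adjusted p = 0.59 with an estimated correlation). Among them, 13 rose, 2 fell (*NSDHL* and *ACAT2*) and 10 did not pass the test (14 higher and 2 lower when adjusted over the list alone). The 29 genes of fatty acid synthesis and oxidation in JAR had a median log2 fold change of 0.035 (camera adjusted p = 0.53). Of the genes, 6 rose, 5 fell (*FASN*, *ACLY*, *CPT1A*, *HADHA* and *ECI1*) and 18 did not pass the test (8 higher and 5 lower when adjusted over the list alone). The 29 genes of fatty acid synthesis and oxidation in JEG-3 had a median log2 fold change of 0.28 (camera adjusted p = 0.061). Of these, 12 rose, 4 fell (*FASN*, *ACLY*, *ECI1* and *ETFA*) and 13 did not pass the test (12 higher and 4 lower when adjusted over the list alone). *TSPAN7*, *MAPT* and *TUBB3*, genes of neurons, rose in JAR (4.43, 1.03 and 1.03, adjusted p = 8.8e-04, 8.8e-04 and 0.0034). The 14 neuronal genes in JAR had a median log2 fold change of 0.38 (camera adjusted p = 0.0020, and adjusted p = 0.58 with an estimated correlation). Among them, 6 rose and the other 8 did not pass the test (6 higher when adjusted over the list alone). The 12 neuronal genes in JEG-3 had a median log2 fold change of 0.67 (camera adjusted p = 0.062). Of the genes, 5 rose (*GABBR2*, *TSPAN7*, *MAPT*, *CNTNAP2* and *SEZ6L2*), 1 fell (*VGF*) and 6 did not pass the test (5 higher and 1 lower when adjusted over the list alone). The 10 markers of stromal, endothelial and blood cells in JAR had a median log2 fold change of 0.32 (camera adjusted p = 0.32). Of these, 2 rose (*LUM* and *PTPRC*) and the other 8 did not pass the test (2 higher when adjusted over the list alone). The 8 of these markers in JEG-3 had a median log2 fold change of -0.47 (camera adjusted p = 0.35). Among them, 1 rose (*LUM*), 3 fell (*COL1A1*, *PDGFRB* and *CDH5*) and 4 did not pass the test (1 higher and 3 lower when adjusted over the list alone). The 15 housekeeping genes in JAR had a median log2 fold change of 0.12 (camera adjusted p = 0.78). Of the genes, 4 rose (*GAPDH*, *GUSB*, *HMBS* and *TFRC*), 3 fell (*ACTB*, *B2M* and *RPL13A*) and 8 did not pass the test (4 higher and 3 lower when adjusted over the list alone). The 15 housekeeping genes in JEG-3 had a median log2 fold change of -0.10 (camera adjusted p = 0.77). Of these, 2 rose (*HMBS* and *RPL13A*), 4 fell (*GAPDH*, *B2M*, *PPIA* and *YWHAZ*) and 9 did not pass the test (2 higher and 4 lower when adjusted over the list alone). These calls were lost in other settings, given with their adjusted p. LSS in JAR had an adjusted p of 0.050 and 0.055 without DMSO replicates 2 and 3 and 0.064 without vorinostat replicate 3. RPL13A in JAR had an adjusted p of 0.057 without DMSO replicate 3. HMBS in JAR had an adjusted p of 0.068 without DMSO replicate 3 and 0.051 without vorinostat replicate 2 and 0.60 with protein-coding transcripts only. GAPDH in JEG-3 had an adjusted p of 0.066 and 0.067 without DMSO replicates 1 and 2 and 0.071 and 0.062 without vorinostat replicates 1 and 3. B2M in JAR had an adjusted p of 0.44 with protein-coding transcripts only. B2M in JEG-3 had an adjusted p of 0.86 with protein-coding transcripts only. MAPT in JAR had an adjusted p of 0.22 with protein-coding transcripts only.

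Other splits of the libraries were tested in the same way. Within a line, 3 libraries against 3 make 10 splits, too few for a share under 0.05, and with edgeR the real split and the highest other split gave 548 against 0 transcripts and 3484 against 1 gene in JAR, and 4057 against 0 transcripts and 6912 against 0 genes in JEG-3. Over both lines 100 splits were drawn. The real one alone, 1 of 100, gave as many genes changed in the same direction in both lines (1870 against 283 for the highest other). It was also alone for genes changed over both lines (5758 against 622). Both highest others swap vorinostat and DMSO in 1 line. An arrangement of the agent at random within the lines can thus be excluded for both counts. Agreement between the lines is not tested by this, since within a line no other split called more than 1 gene. For genes that differ between the lines, 4 of 100 splits gave as many, the real one included. The highest of these, with 7249 genes against 4013, swaps vorinostat and DMSO in 1 line and so reads the shared effect as a difference. Because the splits shuffle the agent within each line, they remove the shared effect along with any difference between the lines. They cannot tell whether the lines differ, and no conclusion is drawn from them.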
